# Transcriptomic analyses reveal regulatory plasticity and metabolic reprogramming underlying genotype-specific microspore embryogenesis in wheat

**DOI:** 10.1007/s00299-026-03731-x

**Published:** 2026-02-04

**Authors:** Hai Ying Yuan, Yunfei Jiang, Palak Kathiria, Venkatesh Bollina, Yifang Tan, Jean L. Enns, Alison M. R. Ferrie, Sateesh Kagale

**Keywords:** Wheat, Microspore embryogenesis, RNA seq, Transcription factor, Machine learning, Homoeolog expression

## Abstract

**Key message:**

Embryogenic efficiency in wheat microspores is driven by epigenetic regulation, homoeolog expression bias, and genotype-specific genomic variation, with coordinated remodeling of metabolic pathways and cell-wall dynamics establishing a favourable cellular environment.

**Abstract:**

Microspore embryogenesis is a process in which immature male gametophytes are induced to form embryo-like structures that can regenerate into doubled haploid (DH) plants following chromosome doubling. By producing complete homozygosity in a single generation, DH technology accelerates cultivar development and is particularly valuable for breeding resilient crops. However, bread wheat remains largely recalcitrant to microspore embryogenesis, with strong genotype dependence limiting its broad application in breeding programs. Here, we performed a comparative transcriptomic time-course in two spring wheat cultivars with contrasting embryogenic responses: Nanda (highly responsive) and Sadash (recalcitrant). Dynamic gene expression reprogramming was observed during embryogenesis, with Nanda exhibiting enrichment of biological processes associated with epigenetic regulation, including nucleosome assembly, chromatin remodeling, and chromatin organization. In addition, genes related to stress perception, hormonal signaling, cytoskeletal and cell wall dynamics, and metabolic pathways showed coordinated expression changes, collectively characterizing the transcriptional landscape associated with successful microspore embryogenesis. Differentially expressed gene (DEG) hotspots identified structural variation underlying the divergent responses between genotypes. Machine learning highlighted potential biomarkers, notably a histone deacetylase gene TRAESCS1D02G454400 located within a DEG-enriched region. Subgenome-specific analysis revealed pronounced suppression of B-subgenome homoeologs in Sadash, 65% of which overlapped with DEGs from the genotype comparison. These findings highlight the role of epigenetic regulation, homoeolog expression bias, and genotype-specific genomic variation in determining embryogenic efficiency. Importantly, these conclusions are based on transcriptomic associations and require functional validation, while providing candidate molecular targets and biomarkers to overcome recalcitrance and enhance the utility of microspore embryogenesis in wheat DH breeding.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00299-026-03731-x.

## Introduction

Microspore embryogenesis, or androgenesis, is a developmental reprogramming process in which immature male plant gametophytes (micropores, the immature form of pollen grains) are diverted from their normal pollen development pathway and induced to form embryo-like structures (ELSs). These structures can subsequently be regenerated into doubled haploid (DH) plants through whole genome reduplication (Seifert et al. 2016; Żur et al. 2019; Gajecka et al. 2021). The ability to produce completely homozygous lines in a single generation makes androgenesis a powerful tool in plant breeding, reducing the time and cost required for cultivar development (Ferrie et al. 1995). Androgenesis can be divided into three phases: Phase I, the attainment of embryogenic competence through stress-mediated cell redifferentiation, which is the prerequisite for embryoid development; Phase II, the development of multicellular structures (MCS, or proembryos) confined within the exine wall; and Phase III, pre-embryos being released from the exine wall and reaching the mature embryo stage (Zheng 2003; Maraschin et al. 2005; Testillano 2019).

Androgenesis usually requires a stress pre-treatment (such as cold, heat, carbohydrate, or nitrogen starvation), which blocks gametophytic development by arresting the expression of gamete-specific genes and induces embryogenic development by cell reprogramming (Harada et al. 1986; Zheng 2003; Shariatpanahi et al. 2006). Subsequent success of embryogenesis depends on a favourable in vitro culture environment, with medium components including antioxidants, antibiotics, arabinogalactan proteins, and epigenetic modulators shown to improve androgenetic efficiency in wheat and related species (Wang et al. 2019; Hale et al. 2022).

Bread wheat is one of the most important cereal crops worldwide. However, most wheat cultivars are recalcitrant to androgenesis (Seifert et al. 2016). Current limitations include low efficiency of haploid embryo induction, poor regeneration rates, and frequent production of albino plants (Soriano et al. 2013). These bottlenecks restrict the utility of microspore culture for large-scale DH production in wheat breeding programs. The process and effectiveness of androgenesis are shaped by a complex interplay of genetic, epigenetic, and environmental factors, involving transcriptional reprogramming, developmental plasticity, and subgenome-specific regulation in polyploid wheat. However, the molecular basis of these processes, and particularly the reasons why some genotypes respond efficiently while others remain recalcitrant, remains poorly understood.

Gene expression and transcriptomic studies in barley (*Hordeum vulgare*), canola (*Brassica napus*) and sweet pepper (*Capsicum annuum*), and somatic embryogenesis (SE) in maize (*Zea mays*) have provided valuable insights into the dynamics of gene expression during embryogenesis (Malik et al. 2007; Salvo et al. 2014; Seifert et al. 2016; Bélanger et al. 2018; Cheng et al. 2020). In wheat, RNA-seq analysis has revealed transcriptional shifts in a responsive winter cultivar (“Svilena”), identifying stage-specific changes during microspore embryogenesis (Seifert et al. 2016). Yet, no study has compared spring wheat genotypes with contrasting embryogenic responses, nor investigated subgenome-specific contributions and genomic regions underlying efficiency differences.

Here, we conducted a comprehensive transcriptomic time-course of microspore embryogenesis in two spring wheat genotypes with contrasting androgenetic responses: Nanda, a highly responsive cultivar, and Sadash, a relatively recalcitrant genotype (Sadasivaiah et al. 2000, 2011). We profiled gene expression at three key stages, including uninucleate microspores (Day 0), proembryos (Day 7), and embryo-like structures (Day 21), and integrated differential expression, functional enrichment, subgenome-specific analyses, and machine learning approaches. Our study (i) uncovers causative biological processes underlying embryogenic induction and progression, (ii) identifies molecular networks and candidate regulators distinguishing high- and low-responsive genotypes, (iii) reveals homoeolog expression dynamics and DEG-enriched genomic regions associated with embryogenesis, and (iv) highlights potential biomarker genes for improving androgenesis efficiency. These findings highlight transcriptional patterns associated with embryogenic success in wheat and may inform future strategies to address recalcitrance in DH breeding pipelines.

## Materials and methods

### Plant material and sample collection

Two spring wheat genotypes with contrasting androgenesis responses were evaluated—Nanda (Sadasivaiah et al. 2000), which is highly embryogenic, and Sadash (Sadasivaiah et al. 2011), which shows limited responsiveness. Seeds were sown in 8-inch pots filled with Sunshine LA4 (Sungro Horticulture, AB, Canada) with 4.5 g slow-release Nutricote^®^ fertilizer, 14-13-13. Plants were thinned to three plants per pot after seedling emergence. They were grown under the conditions of 18/6 h photoperiod, 20/18 °C day/night temperatures, and 350–420 μmol/m^2^/s light intensity in a growth chamber (PGW40, Conviron, Winnipeg, MB, Canada) at the Aquatic and Crop Resource Development Research Centre (ACRD), National Research Council Canada (NRC) in Saskatoon. Spikes were harvested when microspores reached the mid- to late-uninucleate stage (staged using acetocarmine staining), and microspores were extracted after spikes were exposed to three weeks of 4 °C cold pre-treatment. Procedures of microscope isolation and culture, including compositions of culture media, were previously described (Wang et al. 2019), and the maltose gradient centrifugation used in the step improved the uniformity of microspores. Samples were collected from three main stages of androgenesis—microspores at Day 0, proembryos at Day 7, and ELSs at Day 21, for both cultivars.

### RNA extraction and sequencing

The RNAqueous™-Micro Total RNA Isolation Kit (Thermo Fisher Scientific, Waltham, MA, USA) was used to extract total RNA from pooled microspores. The RNA yield and purity were assessed using Nanodrop 1100 (Thermo Fisher Scientific, Waltham, MA, USA), and the RNA quality /integrity was evaluated using an Agilent 2100 Bioanalyzer (Agilent Technologies Inc., Santa Clara, CA, USA). 18 RNA-seq libraries [(two cultivars × three developmental stages) × three biological replicates] were prepared using the standard Illumina TruSeq RNA library kits following the manufacturer’s instructions (Illumina, San Diego, CA, USA). Paired-end sequencing (2 × 150 bp) was performed on an Illumina HiSeq2500 platform at ACRD NRC in Saskatoon, Canada. Sequencing adapters, low-quality reads and reads shorter than 75 bp were trimmed using Trimmomatic (v0.39) with default settings (Bolger et al. 2014). Filtered reads for each sample were aligned to the wheat reference genome (IWGSC v1.1) (International Wheat Genome Sequencing Consortium et al. 2018) using STAR (v2.7.5a) (Dobin et al. 2013). Relative gene abundance was estimated using the IWGSC v1.1 annotation and the RSEM (v1.3.3) algorithm (Li and Dewey 2011). We excluded low-confidence (LC) gene models of IWGSC v1.1 from the downstream analyses to eliminate potential confounding effects from pseudogenes and low-quality gene models.

### Transcriptomic analysis

The iDEP workflow (version 2.01) was used for the transcriptomic gene expression analysis (Ge et al. 2018). RNA-seq profiling from three time points/ developmental stages (Day 0, Day 7 and Day 21), with three biological replicates per time point across both genotypes, resulted in 18 samples. Raw read counts were normalized using the CPM (counts per million) function in edgeR (version 4.0) (Robinson et al. 2010; Chen et al. 2016). Genes with a CPM value of ≥ 1 in at least one of the 18 samples were considered expressed and retained for downstream analysis. 62,692 genes, out of 107,891 genes from the IWGSC v1.1 annotation, passed the filter and were retained for downstream analysis. Normalized gene read counts were log-transformed for principal component analysis (PCA). PCA was performed using the prcomp function in R (R Core Team 2022).

Differentially expressed genes (DEGs) were analyzed for developmental transitions (Day 0 to Day 7 and Day 7 to Day 21 in both genotypes), and genotype comparison at the same stages using DeSeq2 (Love et al. 2014) within the iDEP workflow. Genes with the adjusted *p* value less than 0.01 and |log_2_FC| ≥ 1 were considered differentially expressed. The contrasting groups included (1) Nanda_Day7 vs Nanda_Day0 (ND7_D0), (2) Nanda_Day21 vs Nanda_Day7 (ND21_D7), (3) Sadash_Day7 vs Sadash_Day0 (SD7_D0), (4) Sadash_Day21 vs Sadash_Day7 (SD21_D7), (5) Nanda_Day0 vs Sadash_Day0 (NS_D0), (6) Nanda_Day7 vs Sadash_Day7 (NS_D7), (7) Nanda_Day21 vs Sadash_Day21 (NS_D21). The comparisons (1)-(4) reflected the developmental switch (effect of timing) in Nanda (1–2) and Sadash (3–4); while the comparisons (5–7) reflected the genotype effect at the same developmental stages. Mercator pipeline 4, version 7.0 (Schwacke et al. 2019; Bolger et al. 2021) was used to annotate DEGs from the wheat reference genome (IWGSC v1.1) using the longest peptide sequences.

### Homoeolog expression analysis

To understand the dynamics of homoeolog expression during microspore embryogenesis and the effect on the efficiency of the process, we used the gene triad list that had a 1:1:1 correspondence across the three homoeologous subgenomes of wheat (Sun et al. 2023). There are 55,221 genes from the list, with 18,407 from each of the A, B and D subgenomes. 62,692 expressed genes from the transcriptomic analysis were used in the homoeolog expression analysis. A triad was considered expressed if the sum of the expression from three homoeologs across A, B and D subgenomes was larger or equal to 5 TPM (≥ 5 TPM) in any of the six developmental stages between Nanda and Sadash. We then standardize the relative expression of each homoeolog across the triad using the method of Ramírez-González et al. (2018). Briefly, the relative expression of A subgenome homoeolog was derived using the TPM value of A subgenome homoeolog divided by the sum of TPM values from A, B and D subgenome homoeologs. Using the same approach, we calculated the normalized relative expression of each homoeolog from each subgenome.

Seven categories of expression patterns used in Ramírez-González et al. (2018) were adopted here. Triad expression pattern was assigned: A dominant if the relative expression of A subgenome homoeolog > 60 and the relative expression of B and D subgenome homoeologs ≤ 20; B dominant and D dominant were assigned using a similar approach. A suppressed if the relative expression of A subgenome homoeolog < 20 and the relative expression of B and D subgenome homoeologs < 80; the same for B suppressed and D suppressed. The rest of the triads not belonging to these six expression patterns were referred to as balanced. R package ggtern and ggplot2 were used to visualize homoeolog expression patterns across development stages and between genotypes (Wickham 2016; Hamilton and Ferry 2018).

### Gene ontology (GO) enrichment analysis

First, to explore functional mechanisms underlying successful developmental transitions during androgenesis, Gene Ontology:Biological Process (GO:BP) enrichment analysis was conducted on upregulated genes during developmental transitions in Nanda (ND7_D0 and ND21_D7) using g:Profiler (version e111_eg58_p18_f463989d) (Kolberg et al. 2023). Similarly, downregulated genes were also used for GO enrichment analysis using g:Profiler. Annotated genes from the wheat reference genome (IWGSC v1.1) were used as the background for the analysis. g:SCS algorithm was used for computing multiple testing corrections of p-values with a significance threshold of 0.05. GO:BP terms with minimum size of 10 and maximum size of 2000 were used for the enrichment analysis. Enrichment results of both upregulated and downregulated genes from the same contrasting group were combined and then used as network construction and visualization inputs in Cytoscape (version 3.10.1) (Shannon et al. 2003). gProfiler enrichment cutoff of 0.01 was used as the node cutoff. The similarity at 0.375 with a combined constant at 0.5 was used as the edge cutoff for the enrichment map construction in Cytoscape.

Second, to underpin molecular mechanisms contributing to Nanda's higher androgenesis efficiency compared to Sadash, upregulated and downregulated genes in Nanda compared to Sadash at the same developmental stages (NS_D0, NS_D7, and NS_D21) were used for GO:BP enrichment analysis using g:Profiler with the same settings as shown in the previous section. Cytoscape was further used to construct and visualize the enrichment networks with gProfiler enrichment cutoff of 0.05 used as the node cutoff and a similarity of 0.375 with a combined constant of 0.5 used as the edge cutoff.

### Transcription factors in microspore embryogenesis

To understand the trans-regulatory landscapes in the developmental transition of microspore embryogenesis and the differences in these regulatory elements contributing to Nanda’s high embryogenic efficiency compared to Sadash, Mercator pipeline 4, version 7.0 (Schwacke et al. 2019; Bolger et al. 2021) was used to annotate TFs from the wheat reference genome (IWGSC v1.1) using the longest peptide sequences. Mercator-identified TFs were then used to examine their presence in the respective DEGs during developmental transitions in Nanda (ND7_D0 and ND21_D7) and genotype comparisons (NS_D0, NS_D7, and NS_D21).

### Expression over-representation analysis of genomic regions

PREDA package (version 1.42.0) was used to scan the genome for genomic regions with the overrepresentation of differentially expressed genes (Ferrari et al. 2011; Ferrari 2022). DEGs in Nanda compared to Sadash at the same developmental stages (NS_D0, NS_D7, and NS_D21) were used for the analysis, and all annotated genes from the wheat reference genome (IWGSC v1.1) (International Wheat Genome Sequencing Consortium et al. 2018) were used as the background. PREDA analysis was conducted using Log2 fold changes of genome-wide gene expression for each contrast group. Local kernel regression smoothing was applied as the smoothing method. Genomic regions with the overrepresentation for each comparison were derived from a Student’s *t*-test, and an FDR-corrected *p*-value (< 1e−05) was used to define the significantly enriched genomic regions.

### Machine learning classification of RNA-seq data and feature selection

R package MLseq (Goksuluk et al. 2019) was used to classify RNA-seq data using raw read counts from 62,692 expressed genes identified in the earlier transcriptomic analysis step. The data used in MLseq was (raw read count + 1) to prevent zero division problems during the model training process and was split into two parts: 60% as the training sets, while the rest 40% as the test sets. Data was normalized using the DeSeq median ratio normalization provided in the package, and Voom-based Nearest Shrunken Centroids (VoomNSC) was used as the classifier to train the model. The model was trained using two sets of parameters: fivefold cross-validation repeated 2 times, and fivefold cross-validation repeated 10 times. Model performance was evaluated using metrics, such as accuracy rate, sensitivity and specificity, included in the MLseq package. Then, the model was used to select significant features/genes as possible biomarkers.

## Results

### High androgenetic efficiency in Nanda

The efficiency of androgenesis is a critical determinant of successful DH production in cereal crops, as it is directly related to the frequency of embryo formation and subsequent plant regeneration. In the present study, comparative analysis of two wheat genotypes, Nanda and Sadash, revealed striking differences in their androgenetic response under microspore culture conditions. In both genotypes, the development of multicellular structures, known as pro-embryos, occurs approximately seven days after the initiation of microspore culture (Fig. 1). These early-stage structures remained enclosed within the exine and continued to develop over time. By the second week, distinct microspore-derived ELS had begun to form, which further expanded in size by day 21 (Fig. 1). Nanda produced a significantly higher number of embryos per spike than Sadash. On average, 1002 ELS per spike were produced in Nanda, whereas Sadash produced only 25 ELS. The efficiency of green plant regeneration also varied greatly between the two genotypes. In Nanda, within the regenerated plants, 51% were green plants, while the remaining 49% albino plants. In contrast, only 2% of regenerants in Sadash were green plants, and the remaining 98% were albino plants. These observations establish Nanda as a highly responsive genotype, with markedly greater ELS formation and green plant regeneration than Sadash.

**Fig. 1:**
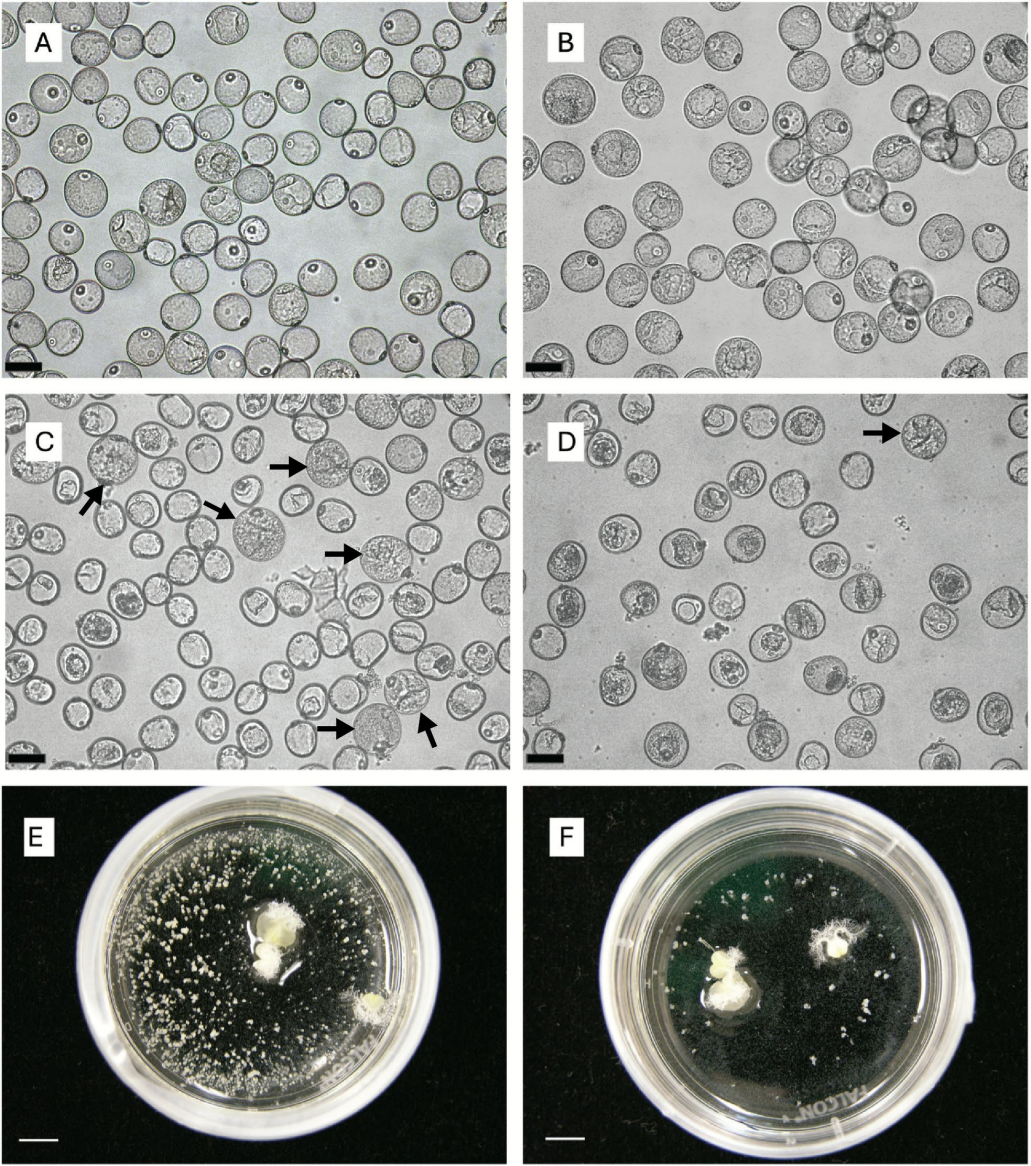
Difference in microspore embryogenesis in two spring wheat genotypes, Nanda (**A**, **C** and **E**) and Sadash (**B**, **D** and **F**). Images show three main stages of microspore embryogenesis—microspores at Day 0 (**A** and **B**), proembryos at Day 7 (**C** and **D**), and embryo-like structures (ELSs) at Day 21 (**E** and **F**). Proembryos at Day 7 were marked with arrows (**C** and **D**), while ELSs contain both large and smaller, less well-developed structures (**E** and **F**). Scales for **A**–**D** 40 μm and scales for **E**, **F** 5 mm

### Transcriptomic dynamics during androgenesis and genotypic variation

To investigate transcriptional changes associated with developmental transitions during androgenesis and the distinct embryogenic capacities of Nanda and Sadash, we analyzed differentially expressed genes (DEGs; |log_2_FC| ≥ 1 and adjusted *p* < 0.01) across developmental stages and genotypes. 

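Total RNA of pooled microspores, proembryos and embryo-like structures was sequenced as 18 libraries, with 3 biological replicates for each of 6 groups of genotype and stage. The authors aligned the paired-end reads to IWGSC v1.1 with STAR and estimated counts per transcript with RSEM, which divides reads shared by homoeologous copies among them, so that the values of near-identical copies are uncertain. The deposited expected counts cover 298774 transcripts, of which 133745 belong to 107892 high-confidence genes, and a second table gives the same transcripts as TPM. Expected counts were summed over the transcripts of each high-confidence gene and rounded to whole numbers. In Nanda, the library totals had a median of 13462474 counts (11964810 to 19599779) on Day 0, 13586896 (11292843 to 16805843) on Day 7 and 16401513 (15329240 to 16634112) on Day 21. In Sadash, they had a median of 14397913 counts (12624912 to 15563222) on Day 0, 12356933 (11426415 to 13396910) on Day 7 and 16565749 (6675262 to 27463269) on Day 21. The 62692 genes with at least 1 CPM in at least 1 library were tested with edgeR's quasi-likelihood test after TMM normalization, all 18 libraries in one fit, with Benjamini-Hochberg adjustment. A gene was called at the study's thresholds, an absolute log2 fold change of at least 1 and an adjusted p under 0.01, and every rise or fall named beside a comparison met both. Gene levels are TMM-normalized CPM, given as mean ± SD of 3 replicates. A fold against a group without a single count is a lower bound, computed as if each library of that group held 3 counts. Gene identifiers are those of the annotation, whose first part names the chromosome. The deposited tables hold no coordinates. Descriptions are those of Additional files S1 and S4, many of them matches to other species. The tests of the 7 comparisons and 2 interactions, their thresholds and 92 lists of genes were set before the data were examined. The lists are the members that Additional files S1, S3 and S4 give for annotated groups, gene ontology (GO) terms and transcription factor families, which the study had selected on these same samples. A count within a list is therefore not independent evidence of its direction. In the copy at hand, 40 of the 63 GO lists are shortened to at most 21 members, and the tables for ND7_D0 hold the first 1404 entries of Additional file S1 and the first 1125 of Additional file S4.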

Before the DEG analysis, hierarchical clustering analysis was performed to visualize expression patterns among all 18 samples from both Nanda and Sadash (Additional file 1: Fig. S1). 

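Within each genotype, microspores on Day 0 gave the closest replicates. Pearson's r across genes, on log2 values of CPM plus 4, lay between 0.992 and 0.994 for the 3 pairs of Nanda libraries and between 0.985 and 0.996 for those of Sadash. Proembryos of Nanda on Day 7 ranged from 0.981 to 0.989, whereas those of Sadash ranged from 0.939 to 0.966. Embryo-like structures on Day 21 ranged from 0.990 to 0.993 in Nanda and from 0.974 to 0.984 in Sadash. In every group, the lowest r between replicates lay above the highest r with a library of another group, which was 0.926 for both Day 7 groups and 0.950 for both Day 0 groups. Genes are not independent replicates, so these coefficients describe the libraries and carry no test.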

High transcriptome data quality was confirmed through strong correlation among biological replicates (Additional file 1: Fig. S2A). Principal Component Analysis (PCA) of log-transformed normalized gene read counts demonstrated tight clustering of replicates by both development stage and genotype, indicating consistent transcriptomic responses during androgenesis (Fig. 2A). PCA further revealed a clear separation between the development stages and the two genotypes, with the first two components (PC1 and PC2) explaining 73.5% of total variance. Collectively, the first five principal components accounted for over 90% of the observed variation (Additional file 1: Fig. S2B).

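Stage was the main axis of variation. PC1 took 55.0% of the variance of log2 CPM and placed the Day 0 microspores of both genotypes at one end, at a mean of -124.8 in Nanda and -128.8 in Sadash. The Day 21 structures lay at the other end, at 132.3 ± 4.1 (SD, n = 3) in Nanda and 117.4 ± 10.7 in Sadash. On Day 7, the proembryos of Nanda had reached 28.1 ± 11.3 and those of Sadash -24.2 ± 6.4, so that the genotypes were further apart than their replicates. PC2 took 19.2% and set the Day 7 groups, at 92.1 ± 5.3 in Nanda and 78.4 ± 20.4 in Sadash, apart from both other stages. The genotypes separated on PC3, which took 9.2%, with group means from -52.8 to -32.0 in Nanda and from 37.9 to 46.5 in Sadash. PC1 and PC2 together held 74.3%, and the first 5 components 93.5%.

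**Figure D1:**
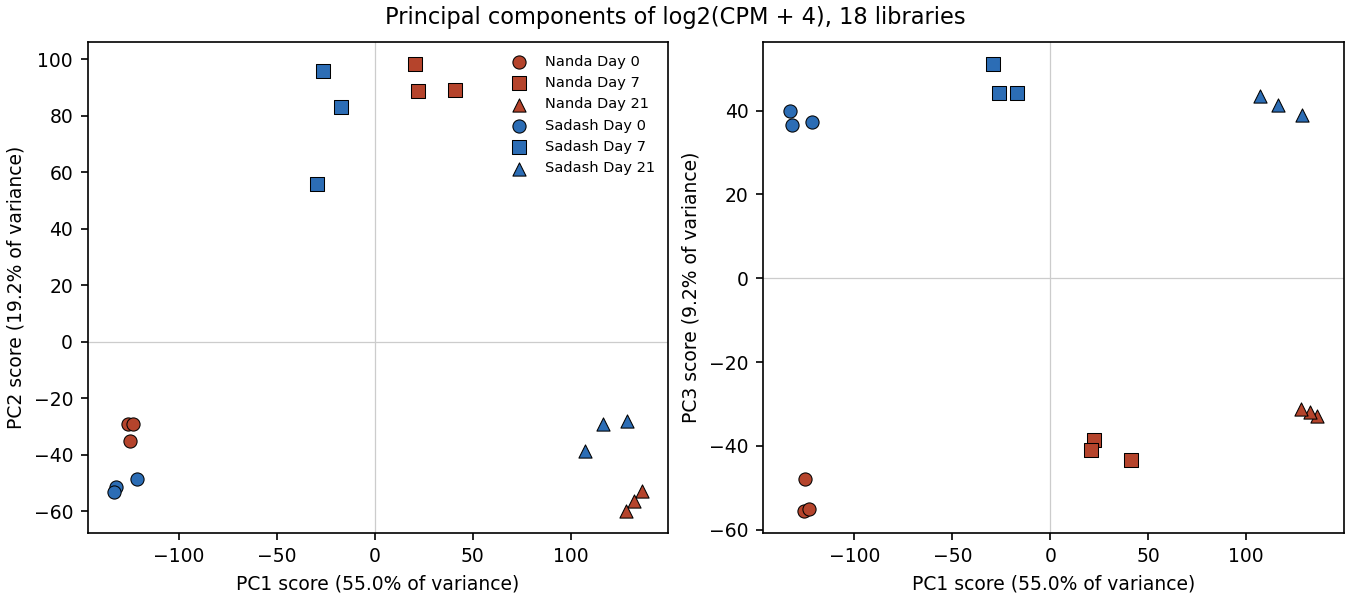
Scores of the 18 libraries on PC1 against PC2 (left) and on PC1 against PC3 (right), in units of log2 CPM, with 1 point per library, coloured by genotype and shaped by stage. Stages spread along PC1 and PC2, and PC3 holds the 9 Nanda libraries below 0 and the 9 Sadash libraries above it.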

**Fig. 2:**
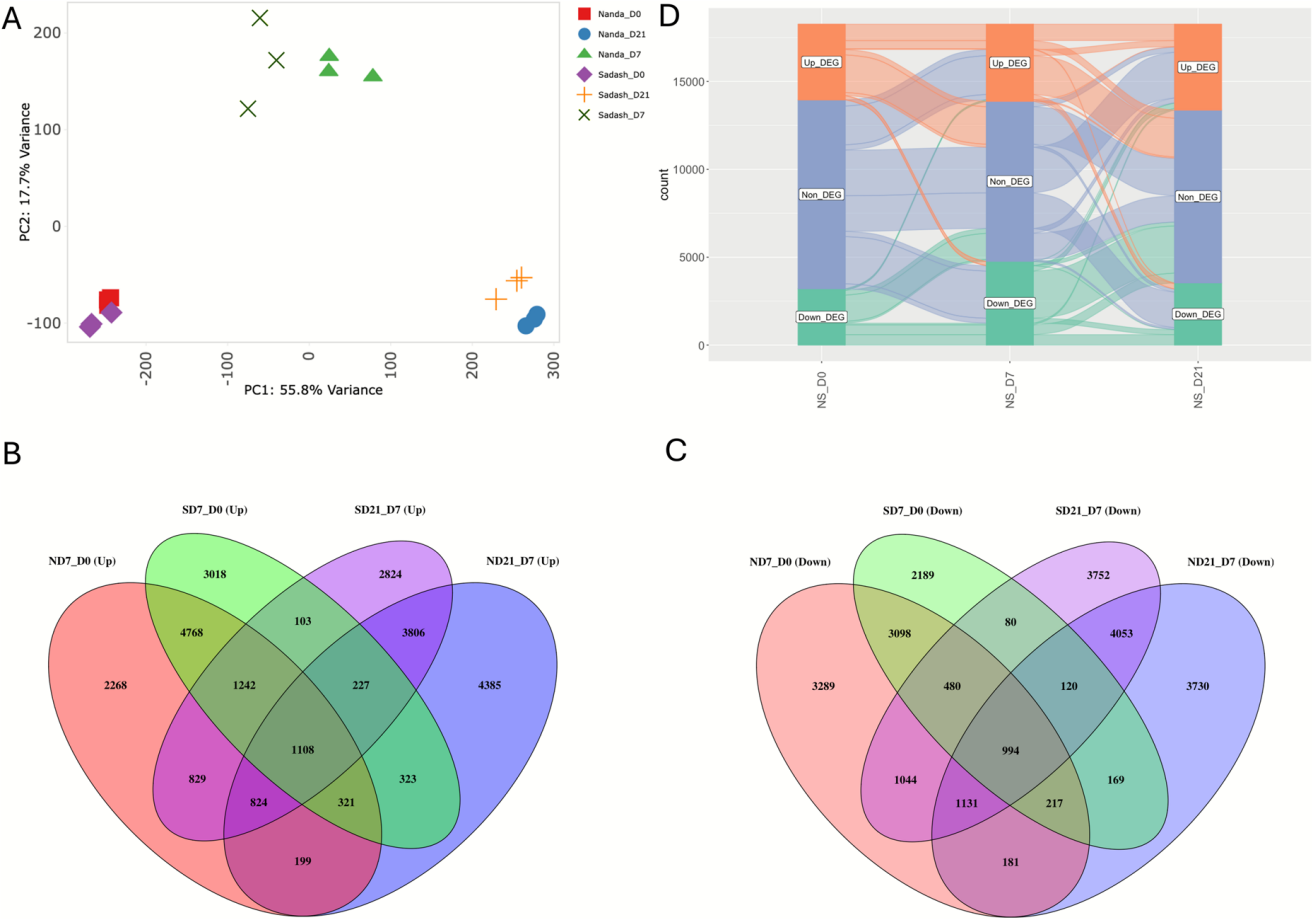
Global transcriptomic relationships among stages of microspore embryogenesis in two spring wheat genotypes, Nanda and Sadash. **A** Principle component (PCA) plot of RNA-seq data illustrating sample-to-sample distances (within and between genotypes across three developmental stages) on the first two principal components. **B** Venn diagram illustrating distinct and overlapping up-regulated genes between stages of microspore embryogenesis within Nanda and Sadash. **C** Venn diagram illustrating distinct and overlapping down-regulated genes between stages of microspore embryogenesis within Nanda and Sadash. **D** Alluvial plot illustrating up-regulated genes (Up_DEG), non-differentially expressed genes (Non_DEG) and down-regulated genes (Down_DEG) from the comparison between Nanda and Sadash across three developmental stages. DEGs are defined as |log_2_FC| ≥ 1 and FDR < 0.01

Differential expression analyses were performed to assess transcriptional dynamics during two key developmental transitions in Nanda (N) and Sadash (S): Day 7 vs. Day 0 (ND7_D0 and SD7_D0) and Day 21 vs. Day 7 (ND21_D7 and SD21_D7) (Fig. 2B and C, Additional file S1). Nanda showed a robust transcriptional response. With 21,993 DEGs identified in ND7_D0, of which 53% were upregulated. In contrast, Sadash exhibited a reduced response, with 18,457 DEGs in SD7_D0, and a slightly higher proportion of upregulated genes (60%). Furthermore, 51% of 21,788 DEGs from the ND21_D7 group were upregulated as compared to 48% of 22,617 DEGs from the SD21_D7 group.

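Nanda proembryos on Day 7 held some transcripts that were close to absent from microspores. TRAESCS2A02G374100, matched to the transporter ABCG11, which exports cutin and wax precursors, rose from 0.348 ± 0.143 CPM (SD, n = 3) on Day 0 to 153 ± 29.4 CPM on Day 7, a log2 fold change of 8.67 (standard error 0.41, adjusted p = 2.0e-11 from edgeR). A leucine-rich repeat extensin, TRAESCS7B02G272400, and TRAESCS4A02G203700, matched to the rice signalling peptide TPD1, of a family that acts in anthers, had no counts on Day 0. They reached 108 ± 6.95 CPM and 103 ± 15.6 CPM, at least 529-fold and 508-fold higher. Among the genes that fell was TRAESCS7B02G278400, a MYB factor matched to rice GAMYB, which acts in pollen development, from 48.5 ± 4.16 CPM to 4.33 ± 0.905 CPM (-3.49 on the log2 scale, adjusted p = 2.1e-09 from edgeR). TRAESCS6D02G304800, matched to the transcription elongation factor SPT5, fell with a log2 fold change of -3.30 (standard error 0.19, adjusted p = 2.4e-10 from edgeR). All 29 listed genes of cutin and suberin, 14 of expansins, 10 of xyloglucan and 8 lipid transfer proteins rose, with the same counts when adjusted over the list alone. Their source lists genes that rose in the study, so no falling gene is among them. In all, 11600 genes rose and 9520 fell, so that 54.9% of the 21120 calls were upward, against 47.8% and 47.5% in limma-trend on log2(TPM + 1) and log2(TPM + 0.1).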

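Sadash proembryos raised many of the same genes as Nanda. The fatty acyl-CoA reductase TRAESCS4A02G304400 went from no counts on Day 0 to 95.1 ± 43.5 CPM (SD, n = 3) on Day 7, at least 423-fold. TRAESCS3D02G389100, matched to BABY BOOM of rapeseed, an AP2-type factor able to induce embryos, reached 62.7 ± 12.4 CPM, where no counts were found on Day 0. The GAMYB-type TRAESCS3A02G336500 fell from 31.3 ± 0.876 CPM to 3.26 ± 1.65 CPM, a log2 fold change of -3.28 (standard error 0.24, adjusted p = 8.6e-09 from edgeR). TRAESCS3A02G274900, a GATA factor, fell from 52.6 ± 5.69 CPM to 5.66 ± 0.914 CPM, a log2 fold change of -3.21 (standard error 0.22, adjusted p = 3.3e-09 from edgeR). In total 10031 genes rose and 7506 fell, which makes 57.2% of 17537 calls upward. Fitted on the 6 libraries of the comparison alone, the calls numbered 11281. Of the rising genes, 6911 had risen in Nanda as well, and of the falling ones 4588 had fallen, where independent lists of these sizes would share 1856.1 and 1139.8. Only 35 genes rose in Nanda and fell in Sadash, and 106 did the reverse. Over the 50753 genes with a mean of at least 1 CPM, the median absolute log2 fold change was 0.85 in Nanda and 0.76 in Sadash, and the fold changes correlated across genes with r of 0.81.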

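Embryo-like structures of Nanda carried seed-type transcripts. TRAESCS2D02G154300, a 1-Cys peroxiredoxin of the type found in cereal embryos and aleurone, rose from 16.8 ± 28.3 CPM (SD, n = 3) on Day 7 to 892 ± 130.0 CPM on Day 21, a log2 fold change of 5.77 (standard error 1.04, adjusted p = 1.3e-04 from edgeR). The vicilin-type storage protein TRAESCS5D02G440000 rose with a log2 fold change of 5.53 (standard error 0.85, adjusted p = 2.5e-05 from edgeR). In the other direction, a pollen-specific leucine-rich repeat extensin, TRAESCS5D02G376200, dropped from 83.8 ± 5.93 CPM to no counts, at least 461-fold lower. The stress-induced phosphoprotein TRAESCS1A02G280100 fell from 105 ± 16.0 CPM to 0.157 ± 0.180 CPM, a log2 fold change of -9.27 (standard error 0.43, adjusted p = 2.1e-11 from edgeR). In Sadash, TRAESCS5D02G401500, matched to the flowering gene VERNALIZATION 1, dropped from 17.1 ± 3.44 CPM to no counts, at least 70.9-fold. The vicilin-type TRAESCS4A02G296000 rose from no counts to 57.0 ± 56.3 CPM, at least 246-fold. Nanda had 21375 calls, 9887 up and 11488 down, and Sadash 22090 calls, 10554 up and 11536 down, so that 46.3% and 47.8% were upward. With only the 6 libraries compared, Sadash had 14374 calls. The split in Nanda moved with the processing: 51.4% of the calls were upward in DESeq2, 51.8% with RLE size factors, 65.2% in limma-trend on log2(TPM + 1) and 63.5% on log2(TPM + 0.1). Both genotypes shared 5491 rising and 6423 falling genes, against 1664.4 and 2113.9 for independent lists.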

To explore genotype-specific gene expression differences, pairwise comparisons were made between Nanda and Sadash at each stage using low embryogenic Sadash as a reference (NS_D0, NS_D7, NS_D21; Fig. 2D; Additional file 1: Fig. S2C and S2D). 

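The genotypes differed already as microspores. TRAESCS7B02G437700, matched to rice ARGONAUTE 4A of RNA-directed DNA methylation, had 50.3 ± 2.38 CPM (SD, n = 3) in Sadash on Day 0 and far less in Nanda, a log2 fold change of -8.52 (standard error 0.50, adjusted p = 2.8e-09 from edgeR). The gene lies in a stretch of Chr 7B that the study lists as lower in Nanda. The bHLH factor TRAESCS5D02G286300 was higher in Nanda, at 3.23 ± 0.798 CPM against 0.675 ± 0.368 CPM, a log2 fold change of 2.20 (standard error 0.47, adjusted p = 1.7e-03 from edgeR). On Day 7, TRAESCS4A02G129100, a late embryogenesis abundant protein of the kind that protects drying seeds, had 11.0 ± 12.8 CPM in Nanda and 0.281 ± 0.0859 CPM in Sadash, a log2 fold change of 5.21 (standard error 0.87, adjusted p = 1.9e-04 from edgeR). On Day 21, the cell wall invertase TRAESCS3B02G028500, an enzyme that splits sucrose, was lower in Nanda, at 0.421 ± 0.412 CPM against 7.09 ± 2.90 CPM, a log2 fold change of -4.03 (standard error 0.53, adjusted p = 2.4e-05 from edgeR).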

The number of DEGs identified was notably lower in these comparisons, with 7517, 9,156, and 8,426 DEGs on Day 0 (NS_D0), Day 7 (NS_D7), and Day 21 (NS_D21), respectively. 

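On Day 0, 3411 genes were higher in Nanda than in Sadash and 3208 lower, 6619 in all. On Day 7, 4249 were higher and 3780 lower, 8029 in all, and on Day 21, 4364 were higher and 3509 lower, 7873 in all. The upward share was 51.5%, 52.9% and 55.4%. Day 0 had 48.5% without Nanda Day 0 replicate 1 and 64.8% without Sadash Day 0 replicate 2. Day 7 had 48.0% in DESeq2, 47.0% with RLE size factors, 47.2% with a filter of 1 CPM in 3 libraries and 48.2% to 48.3% without a Sadash Day 0 replicate. With only its 6 libraries it had 3800 calls, 48.8% of them upward. Limma-trend fits on log2(TPM + 1) and log2(TPM + 0.1) gave 41.5% and 38.2% on Day 7 and 75.0% and 74.4% on Day 21. Many genes kept their direction between stages, with 1278 higher in Nanda on both Day 0 and Day 7 and 1213 on both Day 7 and Day 21, where independent lists would share 231.2 and 295.8. Others turned: 383 were higher on Day 7 and lower on Day 21 (237.8 if independent), and 344 were lower on Day 0 and higher on Day 21 (223.3 if independent). The remaining turns lay near or below independence. Between Day 0 and Day 7, 160 went from higher to lower (205.7 if independent) and 86 from lower to higher (217.4). From Day 0 to Day 21, 151 went from higher to lower (190.9), and from Day 7 to Day 21, 271 from lower to higher (263.1). Scaling may bear on the 383. Listed A and D copies with a B copy outside the Chr 1B region leaned the same way. Their median log2 fold change was 0.37 on Day 7 and -0.4 on Day 21. Both limma-trend fits shifted genes the other way, by a median of -0.18 and -0.19 on Day 7 and 0.24 and 0.26 on Day 21. How far the 383 rest on scaling was not tested. At all 3 stages, 873 genes were higher in Nanda, 592 of them on B chromosomes and 403 in the Chr 1B region, and 553 were lower, 198 of them on B chromosomes. Undescribed genes were among the clearest. TRAESCS4B02G024300 had 53.1 ± 0.825 CPM (SD, n = 3) in Nanda on Day 0 and no counts in Sadash, at least 236-fold higher, and TRAESCS4A02G141500 had 86.5 ± 13.3 CPM in Sadash and none in Nanda, at least 424-fold lower.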

Upregulation rates remained relatively consistent, with 57- 58% of DEGs upregulated in NS_D0 and NS_D21, and a slightly lower rate (48%) in NS_D7. These results highlight distinct transcriptomic programs governing microspore embryogenesis, with Nanda exhibiting a more dynamic and extensive transcriptional response than Sadash, consistent with its higher androgenetic efficiency.

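Whether a transition differed between the genotypes was tested gene by gene as the interaction of genotype and stage. For the nucleosome gene TRAESCS6B02G079000, the change from Day 7 to Day 21 differed by a log2 fold change of -3.66 (standard error 0.27, adjusted p = 7.8e-08 from edgeR): it went from 70.8 ± 8.39 CPM (SD, n = 3) to 19.5 ± 3.46 CPM in Nanda and from 20.8 ± 5.01 CPM to 72.9 ± 14.0 CPM in Sadash. For TRAESCS5D02G499000, matched to the largest subunit of RNA polymerase II, the first transition differed by a log2 fold change of -3.47 (standard error 0.45, adjusted p = 6.2e-05 from edgeR), with a fall from 85.5 ± 5.08 CPM to 15.1 ± 2.00 CPM in Nanda and 74.9 ± 21.1 CPM and 146 ± 44.7 CPM in Sadash. The embryo-type B3 factor TRAESCS3A02G249100 had a log2 fold change of 1.79 (standard error 0.24, adjusted p = 8.6e-05 from edgeR) in the first transition. In all, 4644 genes differed in the first transition, and the change was the larger in Nanda for 3000 (64.6%) and in Sadash for 1644. Without Nanda Day 0 replicate 2, 2944 differed, and without Nanda Day 0 replicate 3, 3110. With only the libraries of this transition, 3697 differed. The share with the larger change in Nanda was 57.6% without Sadash Day 0 replicate 2 and 56.3% without Sadash Day 7 replicate 2. In the second transition, 10159 genes differed (7948 with only its libraries), with the larger change in Nanda for 4892 (48.2%) and in Sadash for 5267. Nanda had the larger change for 52.3% without Nanda Day 7 replicate 3, 50.9% without Sadash Day 7 replicate 3 and 50.1% without Nanda Day 21 replicate 1 or 2. The estimated changes of both genotypes had opposite signs for 2337 of these genes in the first transition and 6514 in the second. Far fewer of all tested genes were called in opposite directions. In the first, 35 rose in Nanda and fell in Sadash and 106 did the reverse, and in the second, 159 and 315. The direction of the differences depended on the processing and on single libraries. In the first transition, 53.5% were upward in edgeR with TMM, 40.0% in DESeq2, 41.5% with RLE size factors, 37.3% over genes with 1 CPM in at least 3 libraries and 34.8% and 35.2% in limma-trend on log2(TPM + 1) and log2(TPM + 0.1). Without Sadash Day 0 replicate 1, 2 or 3, it was 42.8%, 31.9% and 43.7%. In the second, 42.0% were upward with TMM and 74.2% and 75.7% in both limma-trend fits. From its results on DEGs, the paper describes the transcriptional response of Nanda as more dynamic and extensive than that of Sadash, and sets this beside the higher androgenetic efficiency of Nanda.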

### Homoeolog expression dynamics during microspore embryogenesis

Given the hexaploid nature of wheat, with A, B, and D subgenomes, we investigated how homoeolog-specific expression patterns contribute to differences in embryogenic potential between Nanda and Sadash. A triad was considered expressed if the sum of the expression from three homoeologs across A, B and D subgenomes was ≥ 5 TPM in any of the six developmental stages between Nanda and Sadash (Nanda: Day 0, 7 and 21; Sadash: Day 0, 7 and 21). This threshold resulted in 12,813 expressed triads during microspore embryogenesis (Additional file S2), corresponding to 61.3% of expressed genes and 69.6% of triads from the reference list. This threshold also captured both stage-specific triads and those with consistent expression across stages.

In general, most triads belonged to the balanced category across developmental stages in both Nanda and Sadash, with similar percentages on Day 0 and Day 7 and a higher percentage on Day 21 (Fig. 3A). Among biased categories, single-homoeolog-suppressed triads were more common than single-homoeolog-dominant triads in both genotypes, with the former ranging from 6.5 to 14.7% and the latter from 2.3 to 3.3% (Fig. 3A). Percentages of single-homoeolog-dominant triads remained similar across subgenomes, whereas B-suppressed triads were consistently most abundant and D-suppressed triads least abundant. 

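The copy of Additional file S2 holds the first 1999 of the paper's triads, and 1998 of them had all 3 genes in the deposited TPM table. A triad is a set of A, B and D copies of one ancestral gene, and it was counted as B-suppressed where the study's rule on mean TPM of the 3 replicates places it there, with under 20% of its expression from the B copy. In Nanda, 253 triads (12.7%) were B-suppressed on Day 0, 208 (10.4%) on Day 7 and 186 (9.3%) on Day 21. In Sadash, 311 (15.6%), 300 (15.0%) and 271 (13.6%) were. Counted in single libraries, Nanda had 245.0 ± 1.0 (SD, n = 3), 216.0 ± 9.5 and 193.0 ± 7.8 such triads at the 3 stages, and Sadash 302.0 ± 3.5, 311.3 ± 4.2 and 281.0 ± 13.1. The lowest Sadash library, with 269, lay above the highest Nanda library, with 246. Among triads with the B copy outside the Chr 1B region, Nanda had 240, 197 and 177 and Sadash 222, 214 and 184.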

Relative expression abundance of the 12,813 expressed triads and the relative contribution of each subgenome to seven triad expression categories in Nanda at Day 0 are shown in Fig. 3B and C, with additional stages shown in Additional file 1: Fig. S3.

**Fig. 3:**
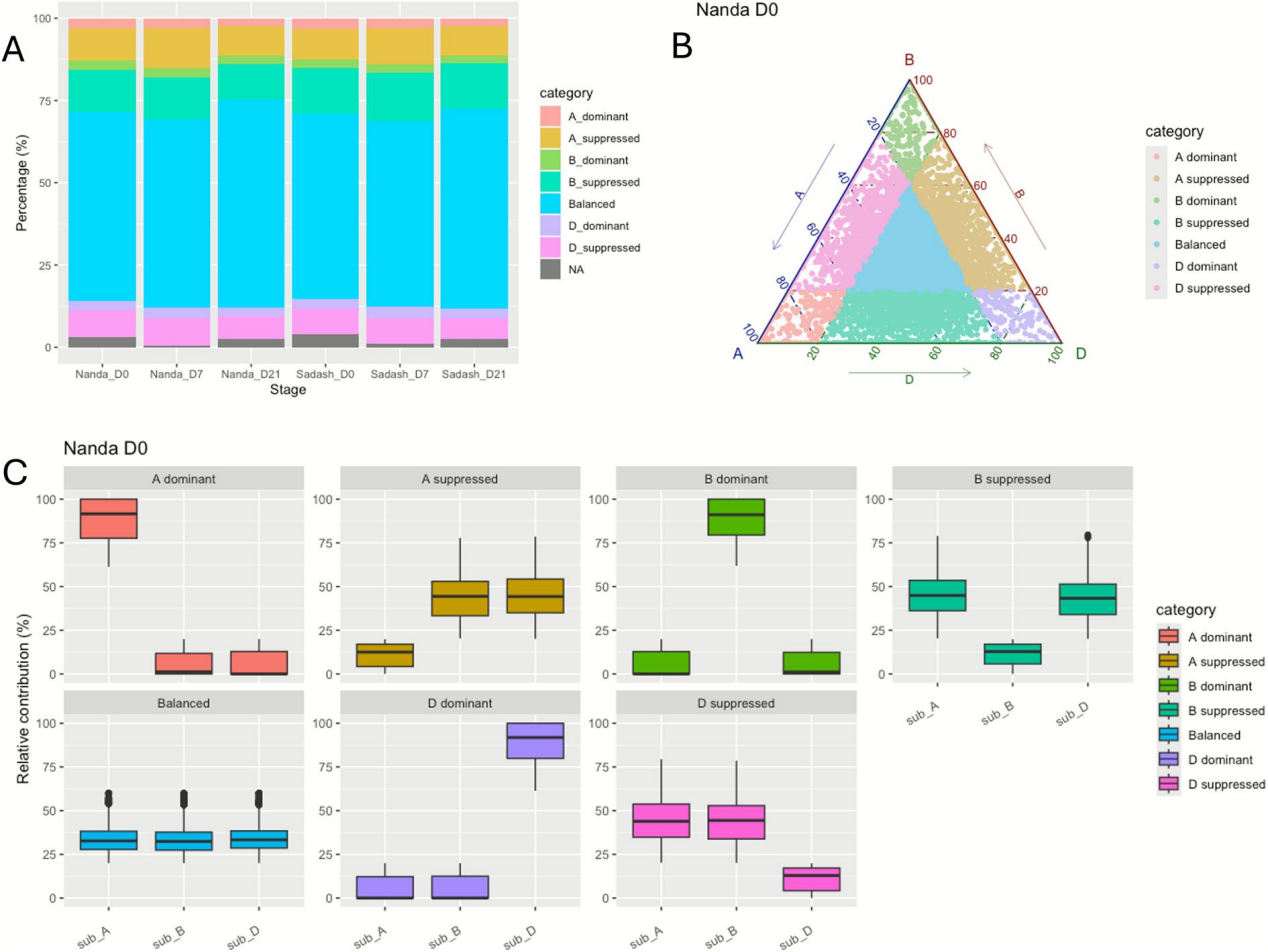
Homoeolog expression dynamics during microspore embryogenesis. **A** Proportion of triads in each category of homoeolog expression bias across different stages in Nanda and Sadash. **B** Ternary plot illustrating the relative expression abundance of 12,813 syntenic triads on Day 0 of Nanda microspore embryogenesis. Each dot represents a triad with **A**, **B**, and **D** coordinates, indicating the relative contribution of each homoeolog to the overall expression of the triad. **C** Box plots illustrating the relative contribution of each subgenome based on triad assignment to the seven categories on Day 0 of Nanda microspore embryogenesis

Homoeolog expression patterns remained unchanged in 52.4% of expressed triads across developmental stages in Nanda and 53.7% in Sadash. Among these, the majority of balanced triads stayed balanced, accounting for 71.7%, 72.2%, and 65.3% for Days 0, 7, and 21 in Nanda, and 73.0%, 72.8%, and 67.6% in Sadash. By contrast, dominant and suppressed triads were less stable: only 18.9–27.4% of dominant triads and 26.3–40.4% of suppressed triads remained unchanged in Nanda. 

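Over these 1998 triads, 1229 were balanced at all 3 stages in Nanda and also 1229 in Sadash. Of the suppressed kinds, 99 triads were B-suppressed at all 3 stages in Nanda and 190 in Sadash, whereas 56 and 55 were A-suppressed and 24 and 8 D-suppressed. Triads that kept their category numbered 1420 (71.1%) in Nanda and 1493 (74.7%) in Sadash. The shares concern the triads in the copy alone, which are not a random part of the full list.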

Sadash showed a similar percentage of stable dominant triads but a higher proportion of stable suppressed triads, particularly B-suppressed triads. 

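B-suppressed triads stayed in their category more often in Sadash. Averaged over the 3 stages, 46.7% of those counted in Nanda and 64.8% of those in Sadash were B-suppressed throughout. A stretch of Chr 1B carried much of this. For 95 triads the B copy lies between TRAESCS1B02G000800 and TRAESCS1B02G150500, the Chr 1B region of Additional file S5, and 81 of the 190 stable triads of Sadash were among them, against 3 of 99 in Nanda. Without these 95 triads, the stable B-suppressed triads numbered 96 in Nanda and 109 in Sadash, and the averages were 47.7% and 53.1%.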

Across three stages, an average of 45.1% of B-suppressed triads remained unchanged in Sadash, compared to only 36.2% in Nanda. Comparing with stable B-suppressed triads from Nanda, we identified 480 unique stable B-suppressed triads in Sadash, with more than 300 of their B-subgenome genes appearing in DEG lists across NS_D0, NS_D7, and NS_D21, where they were upregulated (Additional file S2). These findings highlight homoeolog expression bias, particularly B-subgenome suppression, as an important factor underlying differences in embryogenic potential between Nanda and Sadash, providing a subgenomic dimension to transcriptomic regulation of androgenesis.

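Triads that were stable and B-suppressed in Sadash and not in Nanda numbered 118, and for 78 of them the B copy lies in the Chr 1B region. In 102 of the 118, the B gene was called higher in Nanda in at least 1 comparison, 76 of them in that region. The B copies of the 95 region triads gave a median of 30.8%, 32.2% and 30.5% of their triad's TPM in Nanda on Day 0, 7 and 21, and 5.2%, 5.2% and 4.9% in Sadash. In the 1903 other triads, the median B share was 31.2%, 31.7% and 31.8% in Nanda and 31.7%, 31.4% and 31.8% in Sadash. Summed over all genes with a place on an A, B or D chromosome, B genes held 0.655 percentage points more of the TPM in Nanda (exact permutation test within stages, two-sided, 8000 relabellings, p = 0.00025, the smallest they can give). Without the genes of the Chr 1B region the difference was -0.046 points (p = 0.61 from the same permutation test). The study set that region on these libraries for genes higher in Nanda, so its removal had to lower the difference. Without the region, the share of A genes still differed by -0.184 points (p = 0.00025) and that of D genes by 0.23 points (p = 0.017, both from the same permutation test). Copies that differ little in sequence share reads, so single triads are uncertain.

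**Figure D2:**
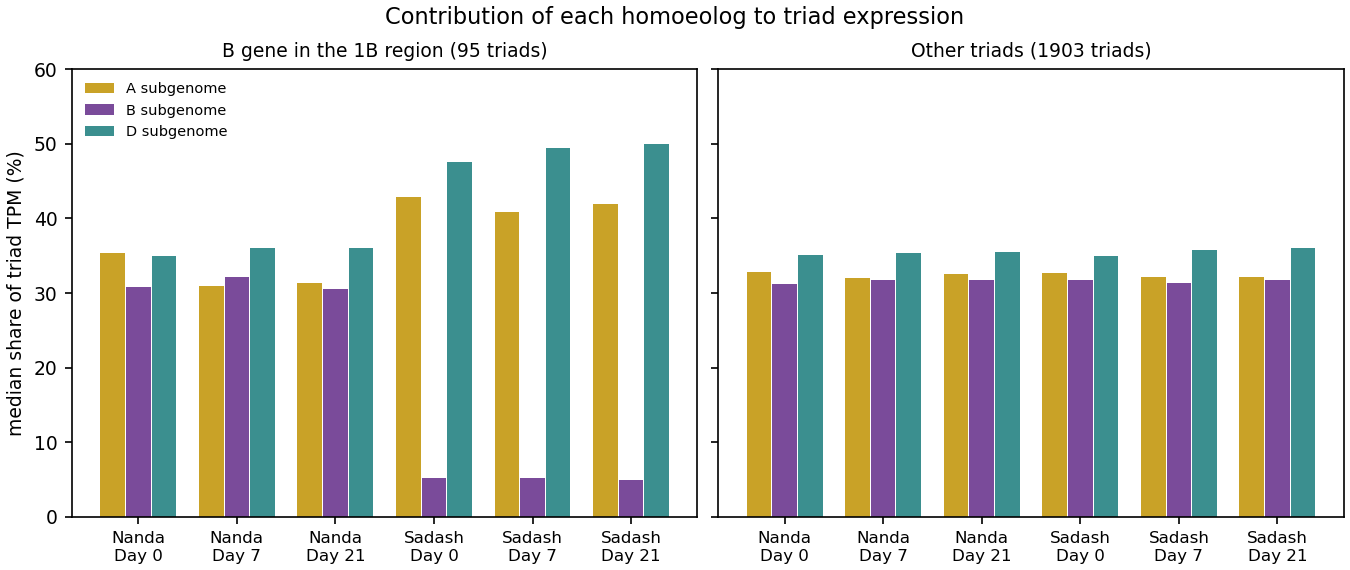
Median share (percent) of a triad's TPM from the A, B and D copies in each group of genotype and stage, for the 95 triads with the B copy in the Chr 1B region and for the 1903 other triads. In the region triads the B share is 5.2% or lower in Sadash and 30.5% or higher in Nanda, while the other triads have B shares from 31.2% to 31.8%.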

### Mechanisms underlying androgenetic progression

To explore the molecular basis of successful developmental transitions during androgenesis, we performed functional Gene Ontology: Biological Process (GO:BP) enrichment analysis (FDR < 0.05) on DEGs identified across key developmental transitions in Nanda. During the early transition from Day 0 to Day 7 (ND7_D0), up-regulated GO:BP categories outnumbered down-regulated ones, highlighting extensive transcriptional reprogramming during the switch from microspore to embryogenic development (Additional file 1: Fig. S4A; Additional file S3). 

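In Nanda, listed genes that package DNA into nucleosomes rose. TRAESCS6D02G063300 rose from 6.18 ± 0.395 CPM (SD, n = 3) on Day 0 to 72.0 ± 6.01 CPM on Day 7, a log2 fold change of 3.54 (standard error 0.22, adjusted p = 5.0e-10 from edgeR). TRAESCS3D02G340800 rose from 4.13 ± 0.461 CPM to 67.9 ± 17.9 CPM, a log2 fold change of 4.03 (standard error 0.28, adjusted p = 1.7e-09 from edgeR). All 21 listed members of nucleosome assembly rose, 21 when adjusted over the list alone, and so did all 21 of gene silencing by RNA-directed DNA methylation. Of the latter, TRAESCS7B02G202900 had a log2 fold change of 1.83 (standard error 0.15, adjusted p = 1.3e-08 from edgeR). Among motor and microtubule genes, which move cargo and build spindles, TRAESCS6B02G285500 of microtubule-based movement rose from 6.67 ± 0.776 CPM to 39.5 ± 1.78 CPM, a log2 fold change of 2.57 (standard error 0.17, adjusted p = 1.0e-09 from edgeR). All 21 listed members of that term and all 21 of the mitotic cell cycle rose, with the same numbers when adjusted over the list alone. The study chose these members because they rose on these samples.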

The significantly up-regulated GO: BP terms included those related to chromatin and cytoskeletal organization, such as nucleosome assembly and organization, chromosome remodelling, and microtubule-based processes, including assembly, organization, and movement. Metabolic processes, particularly those involving polysaccharide metabolism, glutathione metabolism, and amino acid pathways like glutamine metabolism, were also significantly enriched. 

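Listed genes of cellulose, glutathione and glutamine metabolism rose in Nanda by Day 7. TRAESCS7D02G183600, a member of cellulose biosynthesis, which lays down the main wall polymer, rose from 8.99 ± 1.85 CPM (SD, n = 3) to 46.4 ± 3.97 CPM, a log2 fold change of 2.38 (standard error 0.17, adjusted p = 2.9e-09 from edgeR), and all 21 listed members rose. TRAESCS1D02G190000 of glutathione metabolism, the pathway that holds the cell's thiol redox balance, rose from 4.08 ± 0.769 CPM to 139 ± 9.60 CPM, a log2 fold change of 5.10 (standard error 0.26, adjusted p = 4.1e-11 from edgeR), and 19 of the 21 listed members rose. For glutamine metabolism, by which nitrogen enters amino acids, TRAESCS1A02G143000 rose from 12.7 ± 0.993 CPM to 152 ± 1.69 CPM, a log2 fold change of 3.59 (standard error 0.21, adjusted p = 3.2e-10 from edgeR), and 20 of 21 members rose. The counts were 21 for cellulose, 20 for glutathione and 21 for glutamine when adjusted over the list alone, for lists the study had drawn from its own rising genes.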

Notably, several signalling pathways were also activated, including cellular response to various stimuli (chemical stimulus, endogenous stimulus, abiotic stimulus, and organic/inorganic substance) and hormone-mediated signalling (e.g., auxin-activated pathways). In contrast, downregulated GO terms in ND7_D0 were associated with RNA modification, ncRNA and tRNA metabolism, phospholipid metabolism, and transmembrane transport including metal ion, inorganic ion, and monoatomic ion transport. 

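By Day 7, listed auxin genes were higher than on Day 0. TRAESCS3A02G155200, a member of the auxin-activated pathway, rose from 0.944 ± 0.271 CPM (SD, n = 3) on Day 0 to 41.3 ± 2.22 CPM, a log2 fold change of 5.47 (standard error 0.21, adjusted p = 2.3e-12 from edgeR), as did all 21 listed members, also when adjusted over the list alone (21). Listed genes for cold and drought moved the same way. The cold-response gene TRAESCS4D02G296400 encodes a 3-ketoacyl-CoA synthase, an enzyme that lengthens fatty acids for waxes, and rose from 0.377 ± 0.115 CPM to 215 ± 41.0 CPM, a log2 fold change of 9.08 (standard error 0.48, adjusted p = 7.3e-11 from edgeR). TRAESCS6B02G383500, listed under abscisic acid and water deprivation, rose from 0.231 ± 0.0882 CPM to 16.9 ± 6.21 CPM, a log2 fold change of 6.22 (standard error 0.57, adjusted p = 5.7e-08 from edgeR). Of 21 listed members each, 21 rose for cold and 20 for water deprivation, and 21 of each when adjusted over the list alone. These lists too came from the study's rising genes on these samples.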

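Listed genes for making charged tRNA fell in Nanda. TRAESCS5A02G327900, a member of tRNA aminoacylation, the step that loads amino acids for translation, fell from 188 ± 16.6 CPM (SD, n = 3) on Day 0 to 6.96 ± 0.606 CPM on Day 7, a log2 fold change of -4.75 (standard error 0.37, adjusted p = 8.1e-09 from edgeR). TRAESCS1D02G373100 of RNA modification fell from 10.6 ± 0.799 CPM to 1.16 ± 0.627 CPM, a log2 fold change of -3.14 (standard error 0.36, adjusted p = 8.0e-07 from edgeR). TRAESCS1B02G388700 of phospholipid metabolism, which supplies membranes, had a log2 fold change of -5.80 (standard error 0.38, adjusted p = 1.0e-09 from edgeR). TRAESCS7A02G246800 of metal ion transport had a log2 fold change of -5.08 (standard error 0.27, adjusted p = 7.8e-11 from edgeR). Of 21 listed members each, 20 fell for tRNA aminoacylation, 20 for RNA modification, 21 for phospholipids and 21 for metal ions, and all 21 of each when adjusted over the list alone. For RNA modification it was 10 in limma-trend on log2(TPM + 1). The study had listed them as falling in these libraries.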

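TRAESCS1D02G211400, a member of protein ubiquitination, which tags proteins for breakdown, fell in Nanda from 44.3 ± 1.96 CPM (SD, n = 3) on Day 0 to 0.403 ± 0.483 CPM on Day 7, a log2 fold change of -6.60 (standard error 0.50, adjusted p = 6.0e-08 from edgeR). TRAESCS7D02G117800 of starch biosynthesis, by which maturing pollen stores carbon, fell from 35.1 ± 5.96 CPM to 8.04 ± 3.05 CPM, a log2 fold change of -2.13 (standard error 0.23, adjusted p = 4.5e-07 from edgeR). All 21 listed ubiquitination genes and all 17 starch genes fell, 21 and 17 when adjusted over the list alone, on lists the study built from falling genes.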

Downregulation of protein ubiquitination and starch biosynthesis, a hallmark of the developmental shift from gametophytic to embryogenic fate, was also observed.

During the second transition from Day 7 to Day 21 (ND21_D7), many regulator patterns persisted, consistent with continued embryogenic progression (Additional file 1: Fig. S4B). Key upregulated GO:BP categories included polysaccharide metabolism, hormone-mediated signalling, and cellular responses to internal and external stimuli. Unique to this stage were enriched terms such as cinnamic acid and L-phenylalanine metabolic processes, and intracellular signal transduction. Conversely, uniquely downregulated terms included catabolic pathways for organonitrogen compounds, sugars like galactose and trehalose, and zygotic developmental processes such as double fertilization and endosperm formation, further supporting the switch to microspore-derived embryogenesis. 

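TRAESCS2D02G204700, listed for breakdown of L-phenylalanine, the step that feeds lignin and flavonoids, rose in Nanda from 8.59 ± 6.86 CPM (SD, n = 3) on Day 7 to 128 ± 37.9 CPM on Day 21, a log2 fold change of 3.92 (standard error 0.50, adjusted p = 3.0e-06 from edgeR). TRAESCS1B02G122800 of cinnamic acid biosynthesis rose from 1.37 ± 1.76 CPM to 50.5 ± 12.1 CPM, a log2 fold change of 5.27 (standard error 0.63, adjusted p = 3.3e-06 from edgeR). Of 21 listed members, 21 rose for phenylalanine and 21 for cinnamic acid, unchanged in number when adjusted over the list alone. The study chose both lists on these libraries. Genes of jasmonate signalling, which acts in wounding and development, rose in 20 of 21 listed members (21 adjusted over the list alone), with TRAESCS3B02G125600 going from 17.1 ± 10.2 CPM to 101 ± 12.9 CPM.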

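Listed genes of galactose and trehalose metabolism fell in Nanda between Day 7 and Day 21. TRAESCS5D02G321100 of galactose metabolism dropped from 225 ± 24.5 CPM (SD, n = 3) to 8.97 ± 0.552 CPM, a log2 fold change of -4.65 (standard error 0.24, adjusted p = 8.1e-11 from edgeR), and 16 of 17 listed members fell (9 in limma-trend on log2(TPM + 1)). TRAESCS5B02G202200 of trehalose metabolism, a disaccharide pathway tied to sugar signalling, dropped from 241 ± 20.2 CPM to 34.9 ± 11.6 CPM, a log2 fold change of -2.79 (standard error 0.37, adjusted p = 5.2e-06 from edgeR), as did all 20 listed members. TRAESCS5D02G320100, listed for double fertilization, by which flowering plants form zygote and endosperm, dropped from 11.7 ± 1.11 CPM to 0.630 ± 0.180 CPM, a log2 fold change of -4.21 (standard error 0.24, adjusted p = 2.1e-10 from edgeR), with all 10 listed members falling. A list of 10 members under the same term had risen in ND7_D0. The counts were 17, 20 and 10 when adjusted over the list alone, and the study had listed these genes as falling here.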

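TRAESCS1B02G449700, a gene of starch biosynthesis, rose in Nanda from 36.8 ± 8.13 CPM (SD, n = 3) on Day 7 to 148 ± 14.5 CPM on Day 21, a log2 fold change of 2.01 (standard error 0.22, adjusted p = 5.3e-07 from edgeR). Of the 21 listed members, taken from the study's rising genes, 20 rose, and 20 when adjusted over the list alone. The 17 starch genes that had fallen by Day 7 are a separate list.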

Interestingly, starch biosynthesis, previously downregulated in ND7_D0, showed a reversal in trend. An overview of the top 30 enriched GO:BP terms across both transitions is presented in Fig. 4A. 

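TRAESCS2B02G415900, one of the nucleosome assembly genes, fell in Nanda from 139.9 ± 16.8 CPM (SD, n = 3) on Day 7 to 35.3 ± 0.841 CPM on Day 21, a log2 fold change of -1.99 (standard error 0.18, adjusted p = 4.3e-08 from edgeR). Of 21 members that the study listed as falling, 20 fell (21 when adjusted over the list alone). Of the 21 members listed for the first transition, 14 fell and 1 rose between Day 7 and Day 21, also when adjusted over the list alone.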

Notably, chromatin-related processes such as nucleosome assembly and chromosome remodelling flipped from strong upregulation during ND7_D0 to downregulation during ND21_D7, reflecting a dynamic reorganization of cellular machinery during androgenetic progression.

**Fig. 4:**
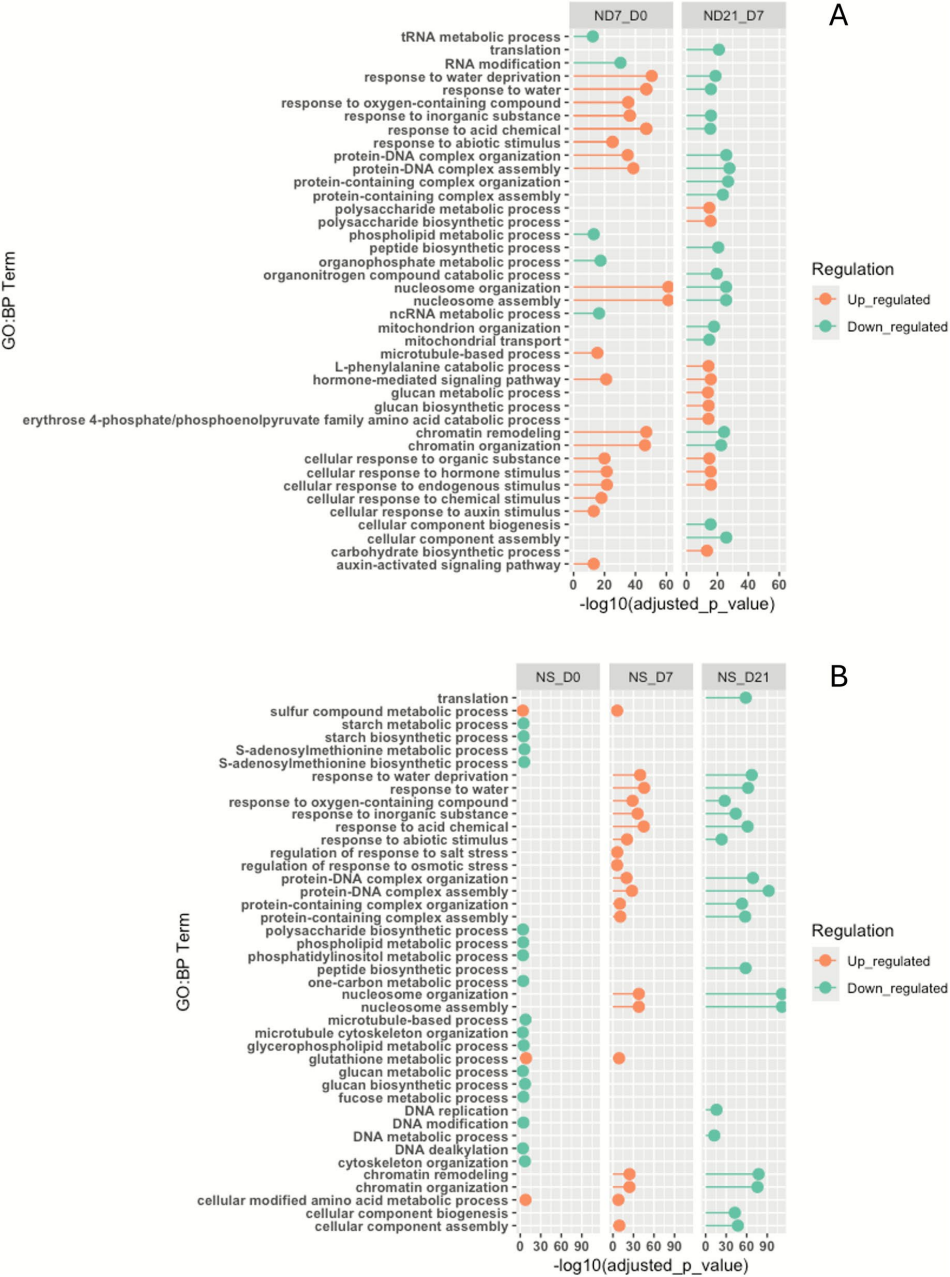
Gene ontology enrichment analysis of DEGs. (A) Lollipop plot illustrating the top 30 enriched GO:BP terms between stages of Nanda microspore embryogenesis. (B) Lollipop plot illustrating the top 20 enriched GO:BP terms from the Nanda and Sadash comparisons across three developmental stages. Orange shows terms enriched from up-regulated genes, while green shows terms enriched from down-regulated genes

### Mechanisms underlying higher embryogenic efficiency in Nanda

To elucidate the molecular mechanisms contributing to higher embryogenic efficiency in Nanda compared to Sadash, GO:BP enrichment analysis was performed on DEGs from genotype comparisons across three developmental stages (NS_D0, NS_D7, and NS_D21). The analysis revealed distinct stage-specific patterns of enriched biological processes differentiating the two genotypes. 

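TRAESCS3B02G536100, a gene of glutathione metabolism, had 22.5 ± 3.08 CPM (SD, n = 3) in Nanda microspores and 2.12 ± 2.32 CPM in Sadash on Day 0, a log2 fold change of 3.39 (standard error 0.46, adjusted p = 2.7e-05 from edgeR). Of 21 members the study listed as higher in Nanda, 13 were called, and 20 when adjusted over the list alone. The number was 21 in DESeq2 and 8 in limma-trend on log2(TPM + 1). For negative regulation of protein phosphorylation, which restrains kinases, 5 of 7 were called (6 adjusted over the list alone, 3 in limma-trend on log2(TPM + 1) and 2 with a replicate block). One of them, TRAESCS6A02G283000, had 33.4 ± 0.523 CPM in Nanda and too few counts in Sadash for a fold. Of 7 listed seed maturation genes, 6 were higher in Nanda (6 adjusted over the list alone), with TRAESCS3B02G511800 at 55.5 ± 2.82 CPM against 12.9 ± 3.79 CPM, a log2 fold change of 2.10 (standard error 0.19, adjusted p = 2.3e-07 from edgeR).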

At the initial stage (Day 0, NS_D0), only a few GO:BP terms were upregulated in Nanda, including glutathione metabolic process and negative regulation of protein phosphorylation. 

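TRAESCS1D02G427400, a starch biosynthesis gene, stood at 8.05 ± 3.13 CPM (SD, n = 3) in Nanda microspores and 33.9 ± 8.25 CPM in those of Sadash, a log2 fold change of -2.08 (standard error 0.28, adjusted p = 1.9e-05 from edgeR), though it lies in a stretch at the end of Chr 1D where most called genes were higher in Nanda. TRAESCS1A02G350200 of microtubule cytoskeleton organization stood at 219.5 ± 41.9 CPM against 639 ± 106 CPM, a log2 fold change of -1.54 (standard error 0.14, adjusted p = 2.7e-07 from edgeR). For beta-glucan, the polymer callose that walls off developing pollen, TRAESCS7A02G555700 had a log2 fold change of -1.66 (standard error 0.16, adjusted p = 3.1e-07 from edgeR). All 13 listed starch genes, 21 microtubule cytoskeleton genes and 8 glucan genes were lower in Nanda, the same numbers when adjusted over the list alone, as were 18 of 19 genes of microtubule-based movement (19) and 8 of 8 for S-adenosylmethionine (8), the methyl donor, on lists the study drew from these libraries.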

The majority of enriched GO terms were down-regulated, involving key developmental and metabolic pathways such as starch biosynthesis, glucan metabolism, monosaccharide metabolism and microtubule cytoskeleton organization (Additional file 1: Fig. S5A). 

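TRAESCS1B02G476500, listed for chromatin organization, had 84.1 ± 8.23 CPM (SD, n = 3) in Nanda and 256 ± 12.3 CPM in Sadash on Day 0, a log2 fold change of -1.60 (standard error 0.12, adjusted p = 1.5e-08 from edgeR). TRAESCS5A02G169000 of DNA demethylation, which removes methyl marks, had a log2 fold change of -1.30 (standard error 0.13, adjusted p = 6.8e-07 from edgeR). All 21 listed chromatin organization genes and all 7 of DNA demethylation were lower in Nanda, 21 and 7 when adjusted over the list alone. The study listed them for being lower.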

Processes related to chromatin organization were also notably down-regulated, suggesting delayed transcriptional activation prior to androgenesis induction.

A pronounced shift was observed by Day 7 (NS_D7), with enriched GO terms upregulated in Nanda (Additional file 1: Fig. S5B). 

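TRAESCS6B02G079000, a nucleosome assembly gene, was higher in Nanda proembryos than in those of Sadash on Day 7, with a log2 fold change of 1.77 (standard error 0.19, adjusted p = 2.0e-06 from edgeR). TRAESCS5B02G301800 of the same term had 37.2 ± 8.84 CPM (SD, n = 3) and 5.47 ± 2.45 CPM, a log2 fold change of 2.77 (standard error 0.32, adjusted p = 4.6e-06 from edgeR). Of 21 members that the study listed as higher in Nanda, 20 were called and 21 when adjusted over the list alone.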

Key regulatory processes, including nucleosome assembly, chromosome remodelling, and chromatin organization were among the top upregulated terms. 

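TRAESCS6B02G383500, listed for response to water deprivation, had 0.473 ± 0.435 CPM (SD, n = 3) in Sadash on Day 7, and Nanda was higher by a log2 fold change of 5.17 (standard error 0.52, adjusted p = 7.5e-07 from edgeR). Of 21 genes listed for water deprivation as higher in Nanda in the study's comparison, 19 were called (21 when adjusted over the list alone). Of 11 listed starch biosynthesis genes, 9 were also higher in Nanda at this stage (11 adjusted over the list alone), as in TRAESCS7B02G183300, with 47.4 ± 4.70 CPM against 17.2 ± 2.82 CPM, a log2 fold change of 1.46 (standard error 0.19, adjusted p = 1.3e-05 from edgeR). A fit by limma-trend on log2(TPM + 1) called 4.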

Signalling pathways such as responses to abiotic stimuli, inorganic substance, oxygen-containing compounds, and hormone-mediated pathways were also enriched. Several metabolic processes, including carboxylic acid and organic acid metabolism showed increased activity. Notably, the glutathione metabolic process remained consistently upregulated across both early stages (NS_D0 and NS_D7). 

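On Day 7, TRAESCS1B02G059100 of glutathione metabolism had 137 ± 11.9 CPM (SD, n = 3) in Nanda and 18.1 ± 1.01 CPM in Sadash, a log2 fold change of 2.92 (standard error 0.12, adjusted p = 5.1e-12 from edgeR). TRAESCS1B02G113700, a phi-class glutathione S-transferase, had 58.3 ± 8.56 CPM and 0.156 ± 0.0791 CPM, a log2 fold change of 8.49 (standard error 0.55, adjusted p = 8.3e-09 from edgeR). Both lie in the Chr 1B region, where most genes were higher in Nanda at every stage. TRAESCS6B02G167600, on another chromosome, had a log2 fold change of 3.70 (standard error 0.75, adjusted p = 1.1e-03 from edgeR). Of 21 members the study listed as higher in Nanda, 18 were called, and 20 when adjusted over the list alone.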

Only a limited number of processes, including DNA-templated transcription initiation and ion transmembrane transport, were down-regulated at this stage.

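Listed genes of transcription initiation were lower in Nanda on Day 7. TRAESCS7B02G159200, listed for assembly of the preinitiation complex that places RNA polymerase II at promoters, had 2.48 ± 0.552 CPM (SD, n = 3) in Nanda and 10.8 ± 1.72 CPM in Sadash, a log2 fold change of -2.11 (standard error 0.30, adjusted p = 4.4e-05 from edgeR). In this list 12 of 13 members were lower (13 when adjusted over the list alone). TRAESCS1D02G128000 of zinc ion transport had 2.65 ± 0.118 CPM and 21.2 ± 6.78 CPM, a log2 fold change of -3.00 (standard error 0.29, adjusted p = 3.8e-07 from edgeR). The zinc list had 9 of 11 members lower (11 adjusted over the list alone). Both lists were chosen by the study on these libraries. TRAESCS5B02G499000 and TRAESCS5D02G499000, copies matched to the RPB1 subunit of that polymerase, were lower too, with a log2 fold change of -2.76 and -3.28 (adjusted p = 1.5e-08 and 1.1e-06 from edgeR).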

By Day 21 (NS_D21), when embryogenic divergence between the two genotypes was most pronounced, a broader range of GO terms was enriched in Nanda (Additional file 1: Fig. S5C). 

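TRAESCS5A02G459400, a cellulose biosynthesis gene, had 284 ± 29.1 CPM (SD, n = 3) in Nanda and 92.9 ± 14.1 CPM in Sadash on Day 21, a log2 fold change of 1.61 (standard error 0.19, adjusted p = 4.7e-06 from edgeR). TRAESCS5A02G520600 of beta-glucan synthesis, which includes callose, had 232 ± 22.2 CPM and 98.5 ± 11.5 CPM, a log2 fold change of 1.23 (standard error 0.12, adjusted p = 3.9e-07 from edgeR). Of the genes listed by the study as higher in Nanda, 19 of 21 for cellulose, 10 of 12 for the glucan, 12 of 14 for phenylalanine breakdown and 10 of 10 for cinnamic acid were called, and 21, 10, 14 and 10 when adjusted over the list alone. The cinnamic acid gene TRAESCS1B02G122800 had a log2 fold change of 7.48 (standard error 0.76, adjusted p = 1.3e-06 from edgeR). It lies in the Chr 1B region, where most genes were higher in Nanda.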

Upregulated processes included aromatic amino acid, cellulose and glucan metabolism, aligning with the increased number of microspore-derived embryos in Nanda. In contrast, signalling pathways such as the response to abiotic stimuli, inorganic substances, and oxygen-containing compounds were downregulated. 

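On Day 21, TRAESCS1B02G297200, listed for response to water deprivation and for nucleosome assembly, had 29.9 ± 4.40 CPM (SD, n = 3) in Nanda and 149 ± 26.2 CPM in Sadash, a log2 fold change of -2.32 (standard error 0.22, adjusted p = 2.1e-07 from edgeR). Of 21 members of the drought term that the study listed as lower in Nanda, 20 were called and 21 when adjusted over the list alone. The list overlaps that of nucleosome assembly, so both terms rest in part on the same genes.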

Key developmental regulators, including chromatin remodelling, nucleosome assembly, and protein-DNA complex organization, also showed strong downregulation, suggesting a shift from transcriptional regulation to metabolic execution during late embryogenesis. Additionally, RNA processing and metabolism of pyruvate and L-proline were among the down-regulated GO terms. 

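TRAESCS6A02G055200, a nucleosome assembly gene, had 8.35 ± 3.11 CPM (SD, n = 3) in Nanda and 116 ± 18.4 CPM in Sadash on Day 21, a log2 fold change of -3.78 (standard error 0.25, adjusted p = 1.9e-09 from edgeR). It lies in a window of 50 tested genes on Chr 6A, 15, 16 and 14 of which were lower in Nanda on Day 0, 7 and 21. Together with TRAESCS6A02G055200, 19 of 21 listed members were lower in Nanda (21 when adjusted over the list alone). For DNA replication, the copying that precedes division, TRAESCS1D02G365600 had 25.4 ± 0.719 CPM and 74.7 ± 3.62 CPM, a log2 fold change of -1.56 (standard error 0.10, adjusted p = 1.3e-09 from edgeR). For this term, 20 of 21 listed members were called (21 adjusted over the list alone). The study chose these members because they were lower in Nanda.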

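Listed genes of pyruvate metabolism and proline synthesis were lower in Nanda on Day 21. TRAESCS6B02G243700 of pyruvate metabolism, where glycolysis ends, had 318 ± 63.2 CPM (SD, n = 3) in Nanda and 1099 ± 128 CPM in Sadash, a log2 fold change of -1.79 (standard error 0.13, adjusted p = 8.4e-09 from edgeR). TRAESCS3D02G357200 of L-proline biosynthesis, an amino acid that accumulates under stress, had 17.0 ± 7.50 CPM and 108 ± 14.5 CPM, a log2 fold change of -2.68 (standard error 0.25, adjusted p = 2.0e-07 from edgeR). Of members listed by the study as lower, 20 of 21 for pyruvate and 5 of 5 for proline were called (21 and 5 adjusted over the list alone). The pyruvate count was 12 in limma-trend on log2(TPM + 1). Of 21 listed translation genes, 20 were lower (21 adjusted over the list alone), with TRAESCS4A02G472200 at 42.8 ± 3.85 CPM against 318 ± 1.90 CPM, a log2 fold change of -2.89 (standard error 0.16, adjusted p = 2.3e-10 from edgeR). That gene lies in a window of 50 tested genes on Chr 4A, 24, 25 and 17 of which were lower in Nanda on Day 0, 7 and 21.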

A summary of the top 20 enriched GO:BP terms across the three stages is shown in Fig. 4B. NS_D7 and NS_D21 shared more enriched GO categories than NS_D0, though many were oppositely regulated. Unsurprisingly, several enriched GO terms associated with Nanda's developmental transitions also appeared among the top enriched terms distinguishing it from Sadash, reinforcing their likely role in successful androgenesis. The stage-specific activation of chromatin remodeling, metabolic, and hormone-mediated processes in Nanda correlates with its enhanced ELS formation, providing mechanistic insights into genotype-dependent androgenetic responses.

### Transcription factors associated with microspore embryogenesis

Transcription factors (TFs) play key roles in regulating gene expression during developmental processes, including microspore embryogenesis (Méndez-Hernández et al. 2019; Tian et al. 2020; Verma et al. 2022; Yuan et al. 2023). To investigate their involvement in wheat microspore embryogenesis, we identified more than 1500 differentially expressed TFs (DETFs) at each developmental transition in Nanda. Of these, 68% were upregulated during the initial transition from Day 0 to Day 7 (NS_D7), and 61% during the second transition from Day 7 to Day 21 (ND21_D7) (Additional file S4; Fig. 5A).

**Fig. 5:**
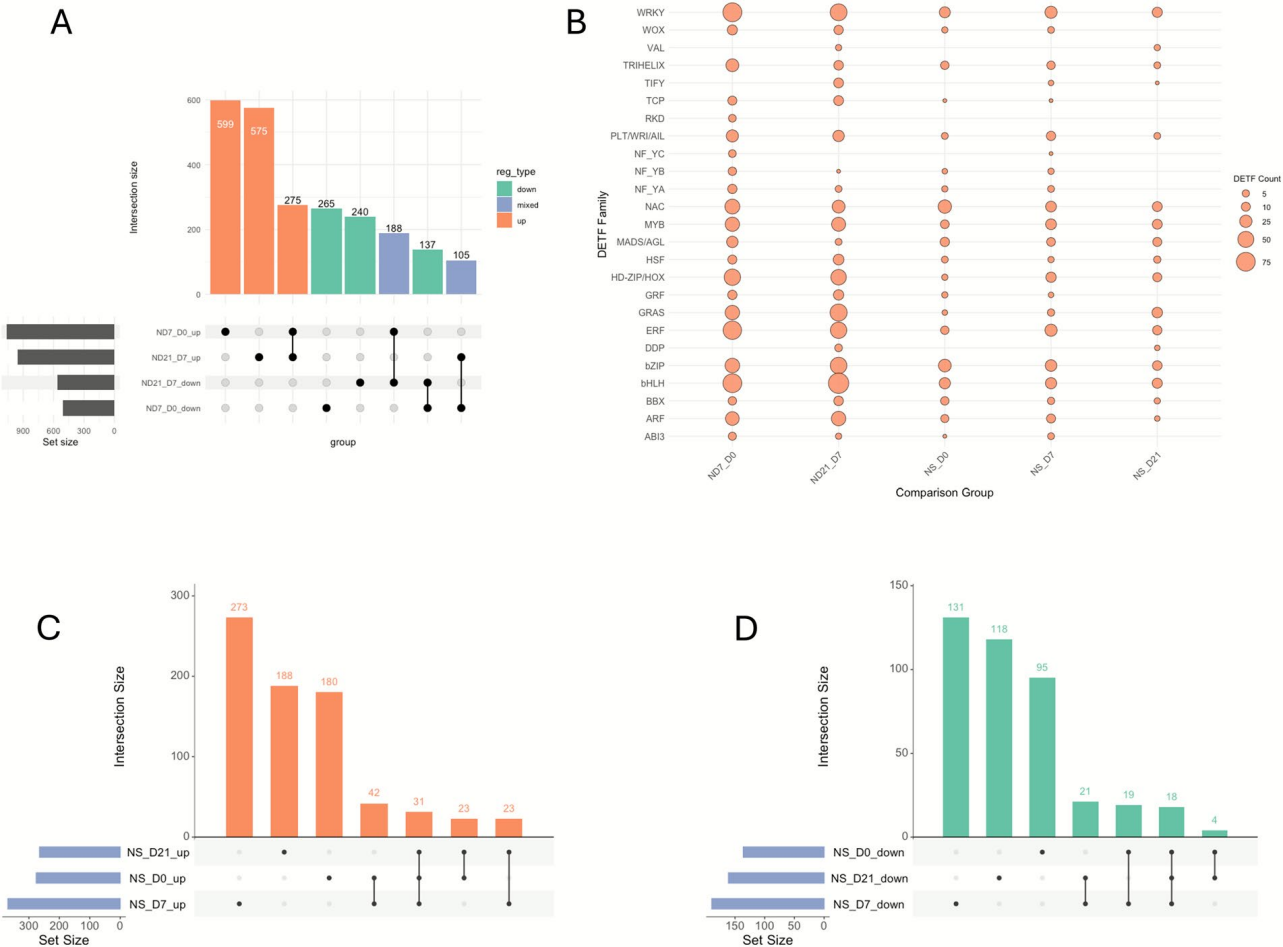
Analysis of differentially expressed transcription factors (DETFs). **A** Upset plot illustrating distinct and overlapping DETFs between stages of Nanda microspore embryogenesis. **B** Dot plot illustrating TF families having the most upregulated TFs between stages of Nanda microspore embryogenesis and across three developmental stages based on the comparison between Nanda and Sadash. **C** UpSet plot illustrating distinct and overlapping upregulated TFs from the comparison between Nanda and Sadash across three developmental stages. **D** UpSet plot illustrating distinct and overlapping downregulated TFs from the comparison between Nanda and Sadash across three developmental stages

The DETFs belonged to over 30 TF families. In the ND7_D0 stage, major upregulated families included the Basic helix-loop-helix TF family (bHLH), WRKY TF family, Ethylene-responsive TF (ERF), Homeodomain-leucine zipper TF (HD-ZIP), Basic leucine zipper TF family (bZIP), GRAS TF family, and Auxin response factors (ARF) (Fig. 5B). 

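Homeodomain-leucine zipper factors, many of which act in the epidermis and the embryo, mostly rose in Nanda: of 54 listed members, 50 rose and 2 fell by Day 7. TRAESCS2A02G474000, matched to rice ROC2, rose from 5.01 ± 1.21 CPM (SD, n = 3) to 190.4 ± 13.4 CPM, a log2 fold change of 5.25 (standard error 0.21, adjusted p = 3.1e-12 from edgeR). Of 105 bHLH factors, 71 rose and 29 fell, of 54 bZIP factors 36 rose and 12 fell, and of 47 GRAS factors 36 rose and 8 fell. The GRAS gene TRAESCS3D02G403100, matched to SCARECROW-LIKE 1, had a log2 fold change of 3.07 (standard error 0.30, adjusted p = 1.5e-07 from edgeR). Among further families, 15 of 16 DOF factors and 26 of 30 trihelix factors rose. TRAESCS5A02G029900 of NF-YA, a CCAAT-binding subunit, rose from 2.45 ± 0.502 CPM to 104 ± 12.6 CPM, a log2 fold change of 5.42 (standard error 0.24, adjusted p = 8.7e-12 from edgeR), with 11 of 13 members. MADS factors, which set floral organs, fell more often than they rose (19 up, 25 down of 48), as did heat stress factors (7 up, 17 down of 29). In limma-trend on log2(TPM + 1), 21 bZIP, 21 GRAS and 17 trihelix factors rose and 10 heat stress factors fell. Adjusted over the list alone, the upward counts were 51, 73, 39, 37, 16, 26, 11, 19 and 10 in this order. The families hold only members that the study had called in this comparison, so they are no independent sample of a family.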

By ND21_D7, an even broader range of TF families showed upregulation, including notable expansion in the TIFY family, where 13 of 30 members were upregulated, none of which were induced at the earlier stage. TF families, including bHLH, bZIP, ERF, GRAS, and WRKY have been reported to show embryo-specific enrichment during wheat zygotic-embryo development (Xiang et al. 2019). Transcription factors from multiple families, including bHLH, ERF, and WRKY, have also been reported to be expressed during barley microspore embryogenesis (Nowicka et al. 2024).

We further identified master regulatory TFs known to drive embryogenic processes (Yuan et al. 2023) (Fig. 5B). 

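TRAESCS2A02G505600, matched to AINTEGUMENTA-LIKE 5, an AP2-type factor of young organs and embryos, rose in Nanda from 0.436 ± 0.342 CPM (SD, n = 3) on Day 0 to 41.0 ± 4.61 CPM on Day 7, a log2 fold change of 6.60 (standard error 0.31, adjusted p = 1.7e-11 from edgeR). It rose on to 125 ± 9.47 CPM on Day 21, a log2 fold change of 1.61 (standard error 0.20, adjusted p = 2.3e-06 from edgeR). Listed growth-regulating factors, which sustain cell division in organs, rose at the second step too: TRAESCS6D02G315700, matched to rice GRF1, had a log2 fold change of 4.55 (standard error 0.64, adjusted p = 3.0e-05 from edgeR) there, and TRAESCS4D02G020300, matched to GRF9, went there from 3.54 ± 0.198 CPM to 13.2 ± 0.324 CPM. The listed WOX factors, homeobox regulators of stem cell niches and embryo axes, split at the second step. TRAESCS3A02G247200 had no counts on Day 0 and 9.35 ± 0.267 CPM on Day 7, at least 45.9-fold higher, while the WOX5-type TRAESCS5B02G091000 rose to 32.4 ± 9.18 CPM and then fell to 5.01 ± 0.662 CPM, a log2 fold change of -2.69 (standard error 0.44, adjusted p = 5.1e-05 from edgeR). From Day 0 to Day 7, 22 of 30 listed WRI/PLT/AIL members rose and 5 fell, 10 of 13 GRF rose and 2 fell, and 13 of 15 WOX rose and 1 fell. From Day 7 to Day 21, 9 WRI/PLT/AIL members rose and 4 fell, 9 GRF rose, and 2 WOX rose and 4 fell. In limma-trend on log2(TPM + 1), 6 GRF rose at the first step, and 4 WOX rose and 3 fell at the second. WRI/PLT/AIL then had 11 up and 1 down, and 15 up and 1 down on log2(TPM + 0.1). Adjusted over the list alone, the upward counts were 24, 10 and 14 and then 10, 9 and 2, for members the study had called in these samples.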

Members of the WRINKLED /PLETHORA /AINTEGUMENTA-like (WRI/PLT/AIL) TFs from APETALA2 (AP2) TF family, WUSCHEL-related homeobox (WOX) genes from the homeobox TF family, and Growth-regulating factors (GRFs) showed consistent upregulation across both developmental transitions in Nanda (ND7_D0 and ND21_D7). In contrast, TFs such as ABA INSENSITIVE3 (ABI3), NF-YB and ﻿RWP-RK DOMAIN − CONTAINING PROTEIN (RKD) were primarily upregulated at ND7_D0 but downregulated at ND21_D7. 

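TRAESCS7A02G135900, matched to Arabidopsis RKD3, one of the RWP-RK regulators of egg cells, had 7.74 ± 0.891 CPM (SD, n = 3) on Day 7 and no counts on Day 0 or Day 21, at least 38.0-fold above the first and 42.6-fold above the second. The LEC1-type NF-YB subunit TRAESCS6A02G287300, of a class that sets embryo identity, went from no counts to 24.2 ± 2.42 CPM, at least 118-fold, and back to 5.58 ± 0.524 CPM, a log2 fold change of -2.12 (standard error 0.24, adjusted p = 4.9e-06 from edgeR). TRAESCS3A02G249100, a B3 factor of the ABI3 group matched to rice LFL1, rose from 6.95 ± 0.561 CPM to 126 ± 9.78 CPM, a log2 fold change of 4.18 (standard error 0.18, adjusted p = 9.2e-12 from edgeR). In the first transition, 6 of 6 RKD, 8 of 8 NF-YB and 7 of 10 ABI3 members rose and 3 ABI3 members fell. In the second, 5 RKD, 6 NF-YB and 7 ABI3 members fell and 3 ABI3 members rose, with 4 NF-YB in DESeq2 and 3 in limma-trend on log2(TPM + 0.1). Adjusted over the list alone, 6, 8 and 7 rose and then 6, 6 and 7 fell. These members were picked by the study from the same libraries.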

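TRAESCS2B02G122500, the 1 listed member of the VAL group of B3 repressors, which shut down the embryo program in seedlings, fell in Nanda from 15.8 ± 0.911 CPM (SD, n = 3) on Day 0 to 7.85 ± 1.85 CPM on Day 7, a log2 fold change of -1.01 (standard error 0.24, adjusted p = 1.4e-03 from edgeR). It then rose to 25.5 ± 2.46 CPM on Day 21, a log2 fold change of 1.71 (standard error 0.24, adjusted p = 8.4e-06 from edgeR). The same calls were made when adjusted over the list alone. The fall lay close to the threshold: it was not called without Nanda Day 0 replicate 3, without Nanda Day 7 replicate 1 or 2, or in limma-trend on log2(TPM + 1).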

The VIVIPAROUS1/ABI3-LIKE (VAL) TFs displayed opposite regulation: downregulated early (ND7_D0) and upregulated later (ND21_D7), supporting their transcriptional repressor roles during embryogenesis (Baile et al. 2022; Yuan et al. 2023).

To understand the basis of Nanda’s higher embryogenic efficiency compared to Sadash, we analyzed DETFs from genotype comparisons across the three developmental stages (NS_D0, NS_D7, and NS_D21). We identified 440, 589 and 454 DETFs in Nanda relative to Sadash, with 66%, 67% and 61% of them upregulated, respectively (Additional file S4; Fig. 5C and D). Commonly enriched TF families among the upregulated DETFs at NS_D0 and NS_D7 included bZIP, WRKY, and the bHLH families. At NS_D7, additional upregulated TF families included HD-ZIP, ARF and ERF, while GRAS was prominent at NS_D21. 

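TRAESCS5A02G043400, matched to rice HOX33 of the HD-ZIP class that patterns leaves and meristems, had 50.1 ± 0.548 CPM (SD, n = 3) in Nanda and 17.2 ± 4.20 CPM in Sadash on Day 7, a log2 fold change of 1.54 (standard error 0.17, adjusted p = 2.8e-06 from edgeR). Of the 54 listed HD-ZIP factors, 12 were higher in Nanda and 1 lower, also when adjusted over the list alone, and 2 were lower in both limma-trend fits on TPM. On Day 21, 5 of 47 listed GRAS factors were higher in Nanda (4 adjusted over the list alone). The study took these members from its own calls in Nanda on these samples.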

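TRAESCS5D02G097400, a WOX5-type homeobox gene, had 2.02 ± 0.519 CPM (SD, n = 3) in Nanda and 0.190 ± 0.218 CPM in Sadash on Day 0, a log2 fold change of 3.47 (standard error 0.64, adjusted p = 5.5e-04 from edgeR). On Day 7, TRAESCS7A02G495800, matched to PLETHORA 2, a root and embryo regulator, had 79.5 ± 2.65 CPM and 22.2 ± 3.41 CPM, a log2 fold change of 1.84 (standard error 0.21, adjusted p = 7.8e-06 from edgeR). TRAESCS2B02G117900, matched to WOX11, had a log2 fold change of 4.32 (standard error 0.62, adjusted p = 7.6e-05 from edgeR), and TRAESCS3A02G249100 of the ABI3 group a log2 fold change of 1.73 (standard error 0.16, adjusted p = 2.8e-07 from edgeR). The NF-YB gene TRAESCS6A02G287300 was higher in Nanda on Day 7, a log2 fold change of 1.41 (standard error 0.24, adjusted p = 4.9e-04 from edgeR), and lower on Day 21, a log2 fold change of -1.43 (standard error 0.24, adjusted p = 4.2e-04 from edgeR). Over the listed members, 1 of 15 WOX, 1 of 10 ABI3 and 1 of 30 WRI/PLT/AIL were higher in Nanda on Day 0. On Day 7, 3 WOX, 4 ABI3, 9 WRI/PLT/AIL and 3 of 8 NF-YB were higher, and 1 WOX, 3 ABI3 and 1 WRI/PLT/AIL lower. On Day 21, 1 WRI/PLT/AIL was higher and 1 WOX, 1 ABI3 and 1 NF-YB were lower. Adjusted over the list alone, 5 WOX, 5 ABI3, 11 WRI/PLT/AIL and 4 NF-YB were higher on Day 7. The Day 21 calls of WOX and WRI/PLT/AIL were not made in that way. In limma-trend on log2(TPM + 1), 4 WRI/PLT/AIL and 5 NF-YB were higher on Day 7 and 3 WRI/PLT/AIL on Day 21, and the single ABI3 calls of Day 0 and Day 21 ended. On log2(TPM + 0.1), 2 WOX and 2 WRI/PLT/AIL were higher on Day 0. DESeq2 had 2 WOX higher on Day 0, and 2 WOX and 2 NF-YB lower on Day 21, where the WOX call ended with RLE size factors. With only the 6 libraries of NS_D7, 3662 of its 8029 calls over all genes were kept, and these families were not counted in that fit. The lists hold members called by the study in Nanda's first transition.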

Regarding master regulators, TFs such as WOX, ABI3, WRI/PLT/AIL, and NY-FB, were significantly upregulated at early stages (NS_D0 and NS_D7) but downregulated at NS_D21. 

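TRAESCS4D02G020300, a GRF9-type gene, had 3.54 ± 0.198 CPM (SD, n = 3) in Nanda and 1.16 ± 0.480 CPM in Sadash on Day 7, a log2 fold change of 1.61 (standard error 0.31, adjusted p = 6.5e-04 from edgeR), a call not made in limma-trend on log2(TPM + 1). Of 13 listed GRF members, 1 was higher in Nanda on Day 0 and 2 on Day 7, the same numbers when adjusted over the list alone. In both limma-trend fits on TPM it was 1 on Day 7, and the Day 0 call ended on log2(TPM + 1). For the VAL gene TRAESCS2B02G122500, the difference on Day 0 was not called, with a log2 fold change of -0.59 (standard error 0.23, adjusted p = 6.0e-02 from edgeR). On Day 21 it was higher in Nanda, a log2 fold change of 1.15 (standard error 0.23, adjusted p = 8.3e-04 from edgeR), a call not made without Sadash Day 21 replicate 1. The listed members had been selected by the study on these samples.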

GRF was upregulated early but not differentially expressed on Day 21; whereas VAL showed an inverse trend, downregulation on Day 0 but upregulation by Day 21. While fewer DETFs were identified between genotypes compared to within-stage transitions in Nanda, those detected may represent key regulators responsible for Nanda's superior embryogenic potential. In summary, the identification of stage-specific master regulators, including WRI/PLT/AIL, WOX, ABI3, and GRF TFs, highlights transcriptional networks likely driving successful embryogenesis in Nanda and points to potential targets for improving recalcitrant genotypes like Sadash.

### Genomic regions enriched in DEGs

Genomic structural variations or rearrangements are strongly associated with differences in gene expression and, consequently, influence diverse biological processes. Identifying genomic regions where genes are co-expressed or co-localized can provide insights into how such variations contribute to these biological processes. To explore this, we used PREDA to scan the genome for genomic regions enriched with DEGs in the comparison of Nanda and Sadash, highlighting the basis of Nanda’s higher embryogenic efficiency compared to Sadash.

Comparative analysis of DEGs across the three developmental stages (NS_D0, NS_D7, and NS_D21) revealed striking patterns of genomic enrichment. In each stage, more than 20 genomic regions enriched with DEGs were identified, with the most prominent region located on Chr 1B, spanning a ~ 230 Mbp region that is consistently enriched with upregulated DEGs and shared across all three stages in Nanda vs. Sadash comparisons (Fig. 6A–C**, **Additional file S5). 

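Of the genes between TRAESCS1B02G000800 and TRAESCS1B02G150500, which Additional file S5 places at 1205398 to 230945615 on Chr 1B of IWGSC v1.1, 728 were tested. On Day 0, 7 and 21, 512, 507 and 557 of them were higher in Nanda (70.3%, 69.6% and 76.5%) and 9, 15 and 15 lower, while elsewhere 4.7%, 6.0% and 6.1% of the tested genes were higher (Fisher's exact test, two-sided, odds ratio 48.29, 35.69 and 49.76). The study chose the region on these samples. At the median gene, the log2 fold change was 2.51, 2.69 and 2.86 with genes that had no counts in one genotype set to their lower bound. In the region, 117 tested genes had no counts in any of the 9 Sadash libraries, and 4 had none in any of the 9 Nanda libraries. TRAESCS1B02G043600 was one of the former, with 62.9 ± 2.52 CPM (SD, n = 3) in Nanda on Day 7, at least 272-fold higher. The region's genes together had 12160 to 13980 CPM in the Nanda libraries and 2059 to 2780 in the Sadash libraries. The change ended sharply: 44, 46 and 47 of the last 50 tested genes in the region were higher in Nanda, against 5, 7 and 10 of the next 50.

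**Figure D3:**
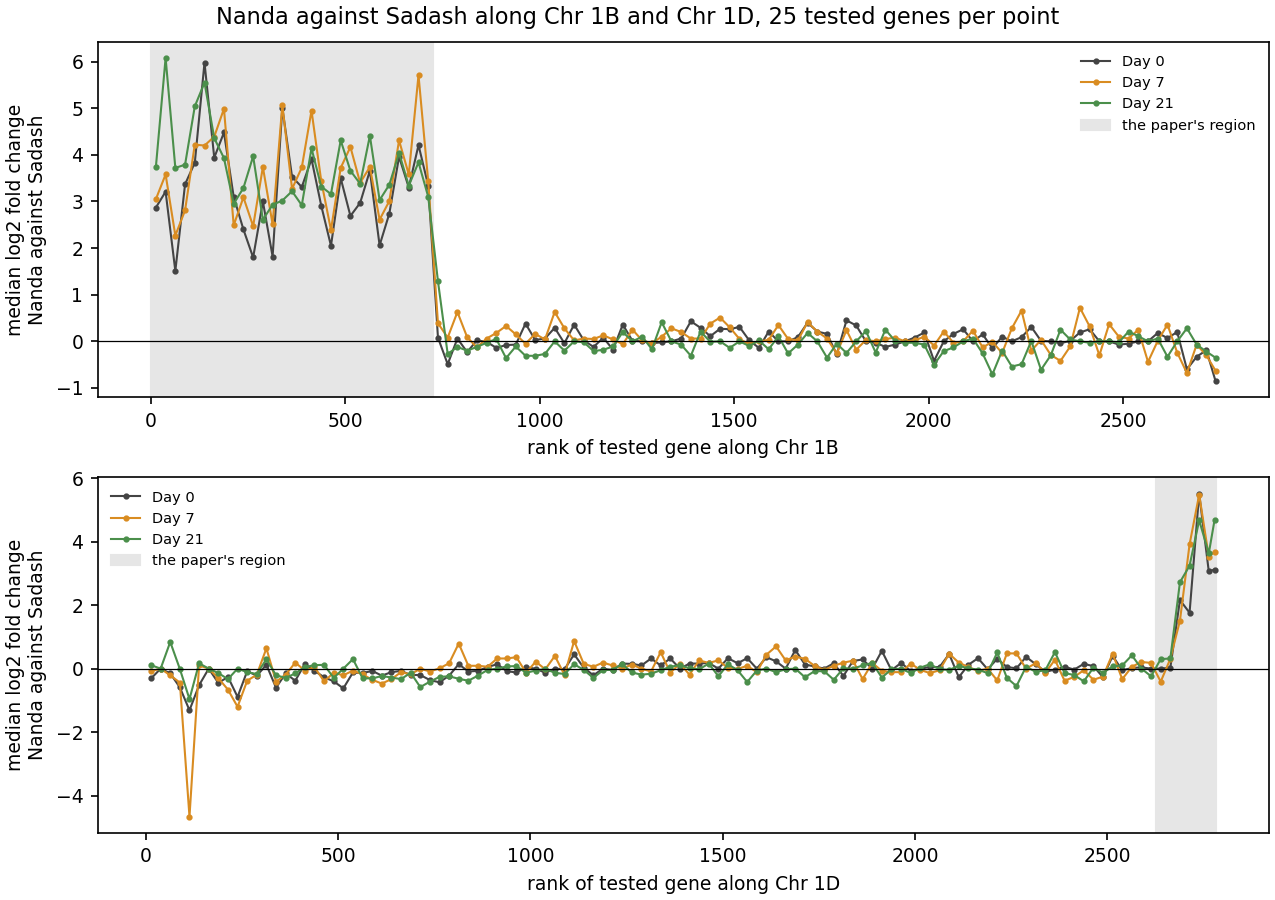
Median log2 fold change of Nanda against Sadash per 25 tested genes in identifier order along Chr 1B and Chr 1D on Day 0, 7 and 21, with the regions of Additional file S5 shaded. The fitted values of genes without counts in one genotype are included; the profile stays high across the Chr 1B region and rises at the end of Chr 1D at all 3 stages.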

Additional enriched genomic regions with upregulated DEGs were distributed across multiple chromosomes. Although most of these regions were stage specific, 24 out of 40 regions were located on chromosomes from the B sub-genome, with a strong representation on Chr 6B. Similarly, more than 30 genomic regions enriched with downregulated DEGs were detected across all three stages, with 23 of these located in the B sub-genome, again with a concentration on Chr 6B (Fig. 6A–C). 

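Windows of 50 consecutive tested genes were tested for a surplus of calls (Fisher's exact test, adjusted by Benjamini-Hochberg over 1227 windows, 3 stages and both directions), as a stand-in for the PREDA scan. For genes higher in Nanda, 21, 20 and 28 windows passed on Day 0, 7 and 21, and 16, 15 and 19 of them lay on B chromosomes, 15 at each stage on Chr 1B. Of all upward calls on A, B and D chromosomes, 45.4%, 44.4% and 45.0% were B genes. Without the Chr 1B region the shares were 35.6%, 36.7% and 36.8%. Regions on Chr 6B that the study lists as higher varied. All 5 tested genes between 267326836 and 270735426 were higher in Nanda at every stage, and in the region from 127318969 to 134822376, 9, 11 and 8 of 42 were. From 378287518, 394671982 and 694116662 on, 1, 2 and 1 of 9, 2, 1 and 1 of 5, and 3, 4 and 3 of 33 were. Genes within a window are neighbours and not independent replicates.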

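For genes lower in Nanda, 21, 23 and 22 windows of 50 genes passed on Day 0, 7 and 21, of which 5, 5 and 7 lay on B chromosomes and 7, 8 and 5 on Chr 2D. At 88318994 to 90279517 on Chr 6B, 6, 5 and 5 of 7 tested genes were lower. From 214090266 on, both tested genes were lower on Day 0 and higher on Day 21, and from 250132421 on, 1 was higher and 1 lower at every stage. At the end of Chr 7B, from 694195910 to 712475232, 21, 20 and 13 of 110 tested genes were lower in Nanda and 18, 16 and 14 higher, so both directions occurred there.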

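At the end of Chr 1D, from 478974142 to 495233777 by Additional file S5, 82, 83 and 81 of 167 tested genes were higher in Nanda on Day 0, 7 and 21 and 4, 5 and 3 lower. At 763690299 to 778921424 on Chr 2A, 32, 34 and 40 of 127 were higher and 5, 4 and 5 lower. At 629445900 to 651607046 on Chr 2D, 80, 92 and 68 of 213 were lower and 12, 5 and 13 higher. The bounds of these stretches were set by the study on the same libraries. In each, Fisher's exact test (two-sided) against all other tested genes gave p = 2.3e-48 or lower on Chr 1D, 2.7e-12 or lower on Chr 2A and 6.2e-33 or lower on Chr 2D, with neighbouring genes counted as if independent.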

Notably, the commonly enriched genomic regions on Chromosomes 1B, 1D, 2A, 2D, and 6B across all three stages likely represent genomic hotspots where structural variations or rearrangements distinguish Nanda from Sadash, contributing to their contrasting embryogenic responses, with additional enriched genomic regions linked to stage-specific processes.

**Fig. 6:**
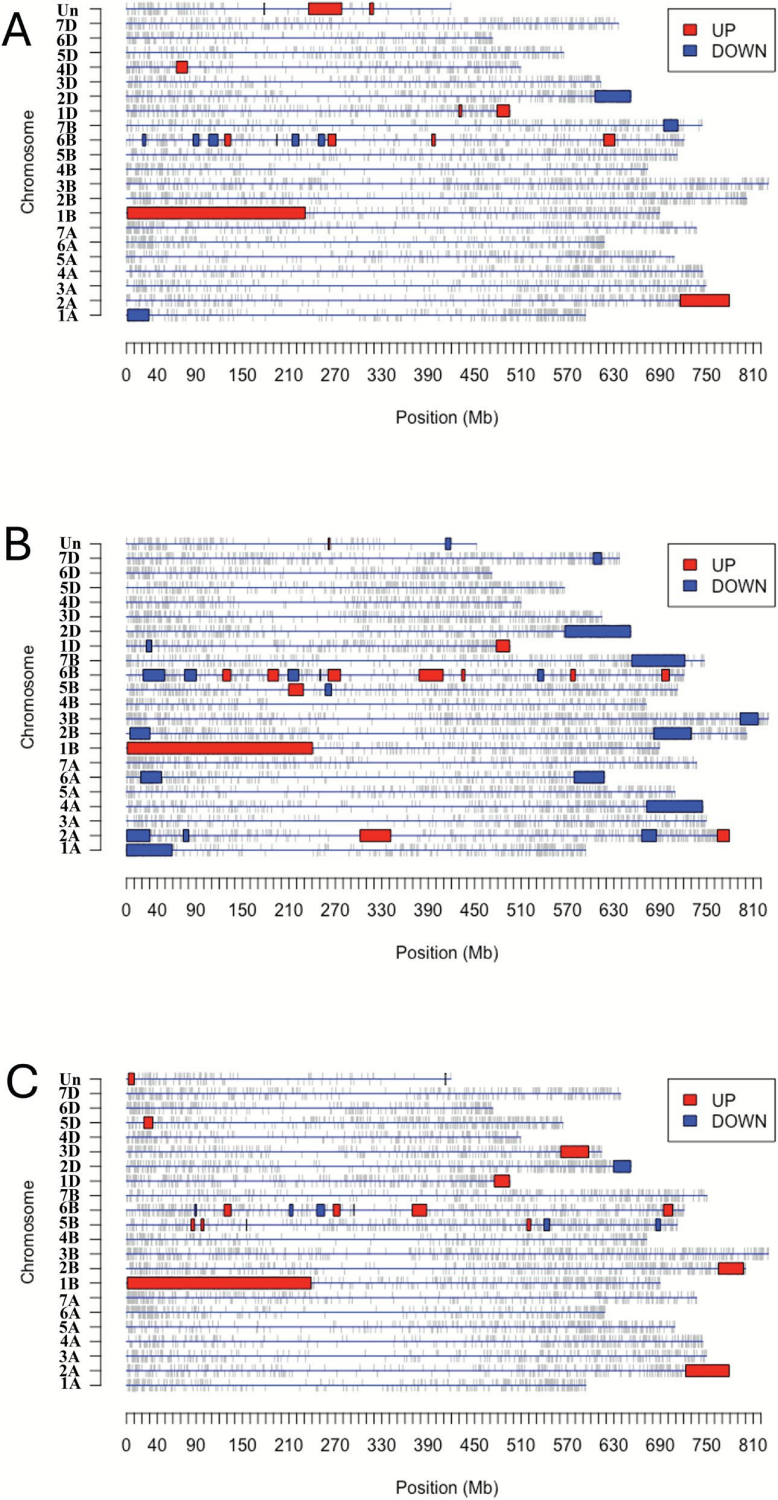
Genome plots illustrating genomic regions enriched with DEGs. **A** Genome plot from the DEGs between Nanda and Sadash on Day 0 (NS_D0); **B** genome plot from the DEGs between Nanda and Sadash on Day 7 (NS_D7); (C) Genome plot from the DEGs between Nanda and Sadash on Day 21 (NS_D21); Un on *Y*-axis refers to unanchored scaffolds in the wheat reference genome (IWGSC v1.1). Blue boxes represent regions enriched with down-regulated genes and red boxes represent regions enriched with up-regulated genes. FDR-corrected *p*-value < 1e–05 is used to define the significantly enriched genomic regions

### Discovery of androgenesis candidate genes using machine learning

While DEG- and GO-based analyses revealed regulatory processes, TFs, and genomic regions associated with androgenesis, we further sought to identify specific candidate genes that may serve as key regulators of embryogenic efficiency. To achieve this, we applied machine learning algorithms to identify key genes serving as discriminative features in microspore embryogenesis, using the R package MLSeq (Goksuluk et al. 2019). In this framework, all datasets from the low-embryogenic genotype Sadash were used as the reference class, allowing robust discrimination of the highly embryogenic Nanda.

Model training and evaluation were conducted using two parameter sets: fivefold cross-validation repeated twice, and fivefold cross-validation repeated ten times. Among the models tested, the Voom-based Nearest Shrunken Centroids model (vmodel) demonstrated the highest accuracy, sensitivity, and specificity and was therefore employed for feature selection (Additional file 1: Fig. S6A and S6B). From a total of 62,692 expressed genes, only two genes, TRAESCS1D02G454400 and TRAESCS6A02G408200, were predicted as the most informative discriminators between Nanda and Sadash. Of these, TRAESCS1D02G454400 was significantly upregulated in Nanda across all three stages (NS_D0, NS_D7, and NS_D21, Additional file 1: Fig. S6C and S6D). By contrast, TRAESCS6A02G408200 was consistently downregulated in Nanda.

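The genes were searched for any whose lowest value in 9 libraries of one genotype lay above the highest value in the 9 of the other. There were 1549, of which 958 were higher in Nanda and 591 in Sadash, whereas 100 drawn relabellings of genotype within stages gave at most 10. The relabellings put libraries of both genotypes in the same group. Few separating genes were therefore likely in them from the start, and they cannot exclude chance. The Chr 1B region held 394 of the 958, and 564 remained higher in Nanda without it. With a margin of at least 2-fold, 635 genes were higher in Nanda and 376 in Sadash. For 273 of the 958, the ratio of the lowest Nanda to the highest Sadash value exceeded that of TRAESCS1D02G454400. The 1549 genes separate Nanda from Sadash, and the libraries hold no other genotype to test them on.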

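TRAESCS1D02G454400, of the plant-specific HD2 type of histone deacetylase by the paper's orthologs, had 410.3 ± 19.2 CPM (SD, n = 3) on Day 0, 449 ± 80.3 CPM on Day 7 and 249.7 ± 7.52 CPM on Day 21 in Nanda, and 9.66 ± 1.19 CPM, 7.61 ± 2.86 CPM and 9.76 ± 0.236 CPM in Sadash. The log2 fold change was 5.41, 5.88 and 4.68 (adjusted p = 4.1e-12, 1.9e-12 and 9.9e-12 from edgeR). All 9 Nanda libraries (241.24 to 522.95 CPM) lay above all 9 Sadash libraries (5.22 to 10.88 CPM), with p = 0.00025 in the exact permutation test within stages, the smallest it can give. The study had picked the gene on these same libraries for telling the genotypes apart, so this p is not independent evidence. The gene is 1 of the last 50 tested genes of Chr 1D, 38, 39 and 38 of which were higher in Nanda on Day 0, 7 and 21. In Nanda its level did not pass the thresholds between stages.

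**Figure D4:**
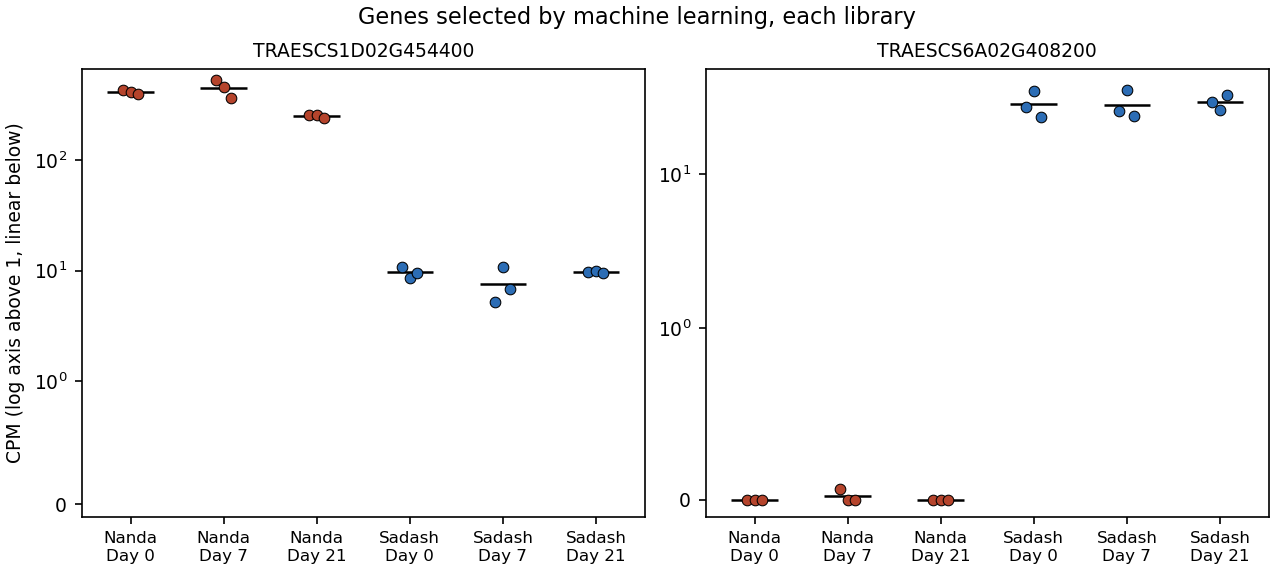
CPM of TRAESCS1D02G454400 and TRAESCS6A02G408200 in each of the 18 libraries, by genotype and stage, on an axis that is logarithmic above its linear part near 0, with a line at the mean of 3 replicates. The first gene lies between 241.24 and 522.95 CPM in Nanda and between 5.22 and 10.88 CPM in Sadash; the second lies at or near 0 in Nanda and between 23.47 and 35.14 CPM in Sadash.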

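TRAESCS6A02G408200 had 28.5 ± 5.72 CPM (SD, n = 3) on Day 0, 28.1 ± 6.15 CPM on Day 7 and 29.2 ± 3.20 CPM on Day 21 in Sadash, from 3752 counts over its 9 libraries. In Nanda it had 1 count, and 8 of 9 libraries were at zero. The Sadash libraries ranged from 23.47 to 35.14 CPM and did not overlap those of Nanda at any stage (exact permutation test within stages, two-sided, p = 0.00025, the smallest possible). This gene too had been picked by the study on these libraries, so the p is not independent evidence. The paper gives no function for the gene. The gene lies in a window of 50 tested genes on Chr 6A, 12, 14 and 12 of which were lower in Nanda on Day 0, 7 and 21. Against the groups without counts, Sadash was at least 139-fold higher on Day 0 and 160-fold on Day 21.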

TRAESCS1D02G454400 is an ortholog of Arabidopsis genes AT3G44750 and AT5G03740, both belonging to the histone deacetylase family (HD2A/HDT1 and HD2C/HDT3). Histone deacetylases (HDACs) are essential epigenetic regulators that remove acetyl groups from histone tails, therefore, regulating chromatin organization that influences the expression of genes associated with diverse developmental processes, including DNA repair and replication, metabolism, cytoskeletal dynamics, cell signaling and stress adaptation (Liu et al. 2014; Cui et al. 2023). Based on sequence homology and functional characteristics, plant HDACs are classified into three major families: the RPD3/HDA1 family, the plant-specific HD2 family, also known as the HD-tuin family, and the sirtuin family (Hollender and Liu 2008). The RPD3/HDA1 family is present in all eukaryotes, further divided into three classes, and it consists of 12 members in *Arabidopsis thaliana*, including HDA6, HDA17, and HDA19 (Pandey et al. 2002). The plant-specific HD2 family or HD-tuin family comprises four members in *Arabidopsis thaliana*, namely HD2A/HDT1, HD2B/HDT2, HD2C/HDT3 and HD2D/HDT4; while only two members, SRT1 and SRT2, are in the sirtuin family (Pandey et al. 2002; Hollender and Liu 2008).

Homologue to HD2A was upregulated, while homologues to HDA6 and HDA19 were downregulated in an early transcriptomic study of wheat microspore embryogenesis induction (Seifert et al. 2016). HDA6 and HDA19 showed a redundant role in the repression of the embryonic program after germination in *Arabidopsis thaliana* (Tanaka et al. 2007), and both were considered as part of the HDAC complex, along with HDA17, in the HDAC inhibitor trichostatin A (TSA) promoted microspore embryogenesis (Li et al. 2014). On the other hand, HD-tuin family members HDT1, HDT2 and HDT3 are involved in rDNA repression to regulate embryo development, with silencing of HDT2 expression resulting in seed abortion (Wu et al. 2000; Zhou et al. 2004; Luo et al. 2022). The differential expression of HDAC genes during embryo development, including microspore embryogenesis, reflects the functional diversity of HDAC family members and the dynamic epigenetic regulation that accompanies embryogenesis. Collectively, the convergence of differential expression, genomic enrichment, and machine learning predictions strongly supports TRAESCS1D02G454400 as a potential androgenesis marker gene in wheat, providing a promising target for functional validation and potential use in breeding strategies to enhance DH production efficiency.

The second candidate, TRAESCS6A02G408200, is a high-confidence gene annotated in the IWGSCv1.1 reference with a single transcript, but it has no known orthologs or paralogs and encodes an uncharacterized protein. Limited expression data indicate activity in wheat endosperm, aleurone layer, transfer cells, leaves, shoots, roots, spikes, and grains, but no additional information regarding protein structure, domains, or functional roles is currently available.

## Discussion

### Systematic transcriptomic reprogramming defines Nanda microspore embryogenesis

Microspore embryogenesis in wheat represents a remarkable developmental reprogramming process in which haploid microspores are redirected from the pollen developmental pathway toward embryogenesis in response to stress treatments, such as cold shock (Ferrie and Keller 1995; Kasha et al. 2001; Wang et al. 2019). In hexaploid wheat, this transition unfolds in two distinct phases: (1) the embryogenesis initiation phase (D0 to D7), during which microspores acquired embryogenic competence from cold treatment undergo cellular reprogramming leading to the initiation of embryogenesis, and (2) the embryogenic development phase (D7 to D21), characterized by active cell proliferation, tissue organization, and embryo differentiation. Our comprehensive transcriptomic profiling of the highly embryogenic wheat cultivar Nanda revealed more than 20,000 differentially expressed genes (DEGs) across these transitions, enriched in over 200 biological processes, reflecting a highly orchestrated molecular program that shifts microspores from a gametophytic to an embryogenic fate. The scale and directionality of these changes highlight the interdependence of transcriptional, epigenetic, metabolic, and structural remodeling processes, which collectively form the foundation for successful reprogramming (Pauls et al. 2006).

### Stress signaling, structural dynamics, and metabolic reprogramming during microspore embryogenesis

The induction of microspore embryogenesis in wheat is a complex process that integrates stress perception, signaling networks, structural reorganization, and metabolic reprogramming. Stress treatments are a prerequisite for inducing microspore embryogenesis in cereals and Brassicaceae. Various treatments have been utilized, including heat or cold shock, carbohydrate starvation, chemical induction, and mechanical stresses (Ferrie and Keller 1995; Touraev et al. 1996; Zheng 2003; Shariatpanahi et al. 2006; Soriano et al. 2008; Wang et al. 2019). The application of these treatments alone or in combination acts as triggers that disrupt the normal pollen developmental program and initiate embryogenesis. However, these treatments also lead to the generation of reactive oxygen species (ROS), creating oxidative stress. The ability of microspores to mitigate oxidative damage while maintaining ROS as signaling molecules is critical for embryogenic induction (Testillano 2019). In Nanda, the glutathione metabolic process was prominently upregulated during the induction stage, with dozens of glutathione *S*-transferase (GST) genes activated. These enzymes not only detoxify ROS but also participate in redox signaling, positioning them as crucial regulators of embryogenic competence (Dixon et al. 2009). 

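Among the glutathione S-transferases, enzymes that join glutathione to toxic and oxidized molecules, TRAESCS7D02G030700 of the tau class rose in Nanda from 1.44 ± 0.427 CPM (SD, n = 3) on Day 0 to 237 ± 33.1 CPM on Day 7, a log2 fold change of 7.40 (standard error 0.38, adjusted p = 4.9e-11 from edgeR). TRAESCS6D02G127800, also of the tau class, rose to 137 ± 21.1 CPM, a log2 fold change of 6.99 (standard error 0.45, adjusted p = 8.8e-10 from edgeR). TRAESCS5B02G021800 of the phi class rose to 151 ± 11.3 CPM, a log2 fold change of 8.72 (standard error 0.51, adjusted p = 2.3e-10 from edgeR). All 18 listed members rose in Nanda, and 18 when adjusted over the list alone; in Sadash 15 of the 18 rose. The difference of the rise between the genotypes was 0.68, -0.50 and 0.57 on the log2 scale for the 3 genes (adjusted p = 4.6e-01, 8.0e-01 and 8.6e-01 from edgeR's interaction test), so no difference was shown. On Day 7, 10 of the 18 were higher in Nanda than in Sadash (11 adjusted over the list alone). The list was taken from the study's most strongly raised genes.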

Activation of GST genes associated with androgenesis induction has been reported previously in other crops, such as barley (*Hordeum vulgare*), triticale (× *Triticosecale* Wittm.) and wheat (*Triticum aestivum*), through gene expression studies or microarray analysis (Maraschin et al. 2006; Jacquard et al. 2009; Muñoz-Amatriaín et al. 2009; Sánchez-Díaz et al. 2013; Żur et al. 2014). A recent transcriptomic study of barley microspore embryogenesis during the early stages of induction, including Day 0, Day 2 and Day 5, using a responsive genotype, also showed up-regulation of various GST genes (Bélanger et al. 2018). This suggests that targeted manipulation of ROS-scavenging pathways could be a promising strategy to enhance embryogenesis in recalcitrant wheat genotypes.

Concurrently, hormonal signaling networks play indispensable roles in coordinating stress perception with developmental reprogramming during microspore embryogenesis. Endogenous auxin synthesis and polar transport are required for stress-induced microspore embryogenesis in barley(Pérez-Pérez et al. 2019). Hormonal homeostasis, including proper endogenous/exogenous auxin balance, favors androgenesis in triticale (Żur et al. 2015b; Juzoń-Sikora et al. 2023). A series of biological processes related to hormone-mediated signalling pathways and cellular responses to hormone stimulus is enriched from upregulated genes throughout Nanda microspore embryogenesis. Pathways related to auxin, ethylene, and abscisic acid (ABA) were consistently upregulated across developmental stages. 

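In Nanda, most listed ethylene genes rose by Day 7, and most auxin and abscisic acid genes listed for a transition rose in it. TRAESCS4B02G299700 of the ethylene-activated pathway, a hormone of stress and ripening, rose from 1.24 ± 0.322 CPM (SD, n = 3) on Day 0 to 73.1 ± 10.6 CPM on Day 7, a log2 fold change of 5.87 (standard error 0.48, adjusted p = 1.6e-08 from edgeR). TRAESCS7D02G191600 of the auxin pathway rose from 3.28 ± 3.84 CPM on Day 7 to a higher level on Day 21, a log2 fold change of 5.07 (standard error 0.51, adjusted p = 5.2e-07 from edgeR). TRAESCS3A02G254600, listed for response to abscisic acid, the hormone of seed maturation and drought, rose from 2.73 ± 2.79 CPM to 76.0 ± 4.69 CPM, a log2 fold change of 4.85 (standard error 0.53, adjusted p = 5.4e-07 from edgeR). By Day 7, 19 of 21 listed ethylene genes and 19 of 21 abscisic acid genes rose (20 and 21 adjusted over the list alone), and by Day 21, all 21 listed auxin genes and all 21 abscisic acid genes (21 and 21). Each list was the study's choice from rising genes in these libraries.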

Their dynamic interplay suggests a crosstalk mechanism where auxin regulates cell division and polarity, ethylene mediates stress adaptation, and ABA contributes to stress resilience and embryo maturation (Rodríguez-Sanz et al. 2015; Żur et al. 2015a). Beyond these, a wide spectrum of signaling pathways, responding to abiotic stresses, nutrient availability, and inorganic or organic stimuli, was enriched, reflecting a complex feedback system that integrates external cues with internal developmental programs. The interplay of these pathways may provide multiple intervention points to enhance or synchronize embryogenic responses.

Reprogramming of microspores is marked by a switch from asymmetric nuclear division typical of pollen development to symmetric division, a hallmark of embryogenic entry (Pauls et al. 2006). This switch is supported by extensive reorganization of the cytoskeleton, including actin filaments and microtubules, which regulate cell polarity, division planes, and intracellular organization (Gervais et al. 2000; Takemoto and Hardham 2004; Seguí-Simarro and Nuez 2008). Microtubule configuration and cytoskeleton reorganization were visualized in canola microspore embryogenesis utilizing immunocytochemistry and confocal laser scanning microscopy (Dubas et al. 2011). Microtubule fragmentation and depolymerization, and subsequent microtubule reconfiguration, are essential for the induction of wheat microspore embryogenesis after mannitol and n-butanol treatments (Dubas et al. 2021). During the induction stage, cytoskeleton organization and microtubule-based processes were strongly upregulated in Nanda, providing mechanical support for cell division and polarization. In parallel, the cell wall undergoes dramatic remodeling. During the induction phase, rigid pollen-specific walls are replaced by more flexible, callose-rich but cellulose-deficient walls, allowing for rapid proliferation and multicellular structure formation (Solís et al. 2008; Parra-Vega et al. 2015; Barnes and Anderson 2018; Corral-Martínez et al. 2019; Rivas-Sendra et al. 2019). This dynamic remodeling is later reversed during the embryo development phase, reflecting the restoration of structural integrity and preparation for differentiation. This cyclical cell wall remodeling represents a structural checkpoint in the transition from gametophytic to embryogenic fate.

Metabolic reprogramming complements these structural and signaling changes. At the induction stage, glutamine metabolism is strongly activated, providing nitrogen, energy, and signaling molecules to support rapid cell division. Glutamine has been shown to be beneficial for somatic embryogenesis, and exogenous glutamine has been shown to enhance embryogenesis in camelina, highlighting its importance as a metabolic driver (Ogita et al. 2001; Ferrie and Bethune 2011; Carlsson et al. 2017; Daniel et al. 2018; Lee et al. 2023). As embryogenesis advances, phenylalanine metabolism predominates, feeding into the phenylpropanoid pathway that supplies lignin, flavonoids, and hormone precursors necessary for cell wall reinforcement, stress tolerance, and embryo differentiation (Barros and Dixon 2020). Starch accumulation is important for pollen maturation and viability, therefore, starch biosynthesis is usually considered a marker of the pollen development pathway in cereal crops, while starch breakdown indicates the induction of microspores (Soriano et al. 2013; Liu et al. 2021). The downregulation of starch biosynthesis during the induction phase and double fertilization-related pathways during the embryogenesis phase in Nanda confirms the developmental switch from the gametophytic to embryogenic fate. Collectively, the integration of stress perception, hormonal signaling, cytoskeletal and cell wall remodeling, and targeted metabolic shifts establishes the cellular environment necessary for successful microspore embryogenesis in Nanda, highlighting multiple avenues for improving embryogenic efficiency in wheat breeding programs.

### Epigenetic plasticity and genomic context shape genotype-specific outcomes

Epigenetic regulation emerged as one of the most dynamic processes in Nanda microspore embryogenesis. During the induction stage (ND7_D0), nucleosome assembly, chromatin organization, and chromatin remodeling were among the most upregulated processes, establishing a permissive chromatin state that allows broad transcriptional flexibility. Nucleosomes, the fundamental units of chromatin consisting of DNA wrapped around histone octamers (two copies each of H2A, H2B, H3, and H4), act as key regulators of transcriptional activity by modulating DNA accessibility (Kornberg and Lorch 2020). Dynamic chromatin organization provides the flexibility needed to rapidly and reversibly reprogram gene expression in response to stress (Hemenway and Gehring 2023; Jo and Nodine 2024; Li et al. 2024). Such chromatin-based regulation has been widely implicated in microspore embryogenesis across species, including *Brassica napus* and *Hordeum vulgare* (El-Tantawy et al. 2014; Nowicka et al. 2024; Pérez-Pérez et al. 2025). Notably, these processes are progressively downregulated during the later embryogenic phase (ND21_D7), reflecting a temporal transition from permissive and flexible transcriptional states during induction to more stable chromatin configurations that sustain differentiation programs. Comparisons with the low-embryogenic cultivar Sadash revealed that stage-specific regulation of chromatin remodeling, DNA methylation, and nucleosome dynamics was more finely tuned in Nanda.

Through machine learning, TRAESCS1D02G454400, a histone deacetylase (HDAC) ortholog, was identified as a strong biomarker of embryogenic competence. HDACs are central players in chromatin remodeling, transcriptional regulation, and developmental reprogramming (Liu et al. 2016; Cui et al. 2023). Genome-wide scans further highlighted DEG-enriched regions on chromosomes 1B, 1D, 2A, 2D, and 6B, with TRAESCS1D02G454400 residing within a highly enriched DEG cluster on Chr 1D. This points toward an interaction between structural genomic variation and epigenetic regulation as a mechanistic basis for the contrasting embryogenic responses in Nanda vs. Sadash. In wheat’s hexaploid genome, homoeolog expression provides additional resolution to this regulatory landscape. Differential expression biases across the A, B, and D subgenomes indicate that epigenetic mechanisms and chromatin accessibility not only regulate global transcription but also shape subgenome-specific contributions to embryogenic potential. In particular, the B subgenome harbored a disproportionately high number of enriched DEG regions, consistent with its major role in modulating genotype-specific embryogenic outcomes.

Transcription factors (TFs) act as central regulators coordinating the structural, metabolic, and epigenetic changes. In Nanda, key embryogenesis-related TFs, including WOX, PLT/AIL, ABI3, and NF-Y orthologs, were differentially expressed across developmental stages. WUS and its close homologs WOXs have been identified as important factors during somatic embryogenesis and WOX genes show induced expression during canola microspore embryogenesis (Soriano et al. 2013; Horstman et al. 2017). BBM/PLT/AILs promote early embryo development through the induction of meristematic potential, are key players in somatic embryogenesis, and up-regulated during wheat microspore embryogenesis induction (Seifert et al. 2016; Horstman et al. 2017; Kerstens et al. 2024). Homologues of BBM/AIL and WOX were also expressed during the induction of barley microspore embryogenesis, and were subsequently identified among a set of potential marker genes for effective reprogramming of barley microspores (Bélanger et al. 2018; Nowicka et al. 2024). NF-Y TF family genes are required in early embryogenesis and show induced expression in barley and triticale microspore embryogenesis (Fornari et al. 2013; Żur et al. 2014; Nowicka et al. 2024). ABI3 plays a critical role during somatic embryogenesis and has been proposed as a molecular marker for early microspore embryogenesis in canola (Malik et al. 2007; Smertenko and Bozhkov 2014). The expression patterns of these TFs are consistent with their known roles in meristem induction, early embryo patterning, and suppression of pollen-specific programs, indicating a direct regulatory link between chromatin accessibility and transcriptional cascades driving embryogenic reprogramming. Members of the B3 transcription factor family, VIVIPAROUS/ABI3-LIKE genes (VALs, or HSI2 and HSL1) have been shown as transcriptional repressors for gene silencing (Duarte-Aké et al. 2019; Yuan et al. 2023). Downregulation of VAL orthologs during the induction stage likely facilitates activation of embryogenesis-related genes. These TFs represent potential molecular markers for early embryogenic competence, providing targets for functional validation or molecular-assisted selection in wheat breeding.

## Conclusions

Genotypic recalcitrance remains a major barrier to the widespread application of DH technology in bread wheat and other cereals. By dissecting the expression dynamics of two contrasting wheat genotypes, this study uncovers the multilayered regulatory networks that govern microspore embryogenesis. We show that successful and highly efficient embryogenesis in Nanda is driven by coordinated regulation of stress perception, ROS homeostasis, hormonal signaling, cytoskeletal and cell wall remodeling, and metabolic reprogramming, with epigenetic and genomic regulation serving as the dominant driver. The identification of stage-specific DEG-enriched genomic regions, subgenome-specific expression patterns, and predictive biomarkers such as TRAESCS1D02G454400 highlights the intricate interplay between chromatin dynamics, transcriptional regulation, and structural genomic variation in shaping embryogenic competence. The differential regulation observed between Nanda and Sadash further underscores the role of finely tuned epigenetic and subgenomic contributions in determining genotype-specific outcomes.

From an applied perspective, these findings open opportunities to harness candidate regulators, including HDACs, master TFs, ROS-scavenging enzymes, and metabolic genes, for marker-assisted selection, CRISPR/Cas-mediated genome editing, or chemical modulation to improve embryogenic efficiency. Moreover, DEG-enriched genomic regions and homoeolog expression biases provide a blueprint for subgenome-targeted breeding strategies, accelerating DH production pipelines. Collectively, this integrated framework deepens our understanding of developmental plasticity in wheat microspore embryogenesis and paves the way for extending such strategies to other recalcitrant cereal crops. By bridging fundamental biology with applied breeding, these insights contribute directly to accelerating variety development and addressing the challenges of future agricultural production.

While this study provides a comprehensive transcriptome-based framework for understanding genotype-specific microspore embryogenesis in wheat, we note that the conclusions are based on correlative gene expression analyses. Functional validation of the identified candidate regulators, pathways, and biomarkers through genetic, molecular, or biochemical approaches will be essential to establish causal relationships and confirm their roles in embryogenic competence. Future studies integrating targeted gene perturbation, epigenetic profiling, and physiological assays will be critical to translating these transcriptomic insights into validated tools for wheat improvement.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1 FigS1 (PNG 373 KB)

Supplementary file2 FigS2 (PNG 8951 KB)

Supplementary file3 FigS3 (PNG 3889 KB)

Supplementary file4 FigS4 (PNG 98981 KB)

Supplementary file5 FigS5 (PNG 36297 KB)

Supplementary file6 FigS6 (PNG 4780 KB)

Supplementary file7 Additional File S1_wheatDH_DEG_MercatorAnnotation

Supplementary file8 Additional File S2_wheatDH_triad_exp_5TPM

Supplementary file9 Additional File S3_wheatDH_DEG_GOBP_enrichList

Supplementary file10 Additional File S4_wheatDH_DETF_MercatorAnnotation

Supplementary file11 Additional File S5_wheatDH_PREDA_NS_DEG

## Data Availability

The raw sequencing data have been submitted to the NCBI Sequence Read Archive with the GEO accession number GSE310687.

How the deposited data were processed for this re-analysis (not part of the article)

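Expression was measured in Nanda and Sadash as microspores on Day 0, proembryos on Day 7 and embryo-like structures on Day 21, with 3 biological replicates per group and 18 libraries in all. The authors trimmed the reads with Trimmomatic 0.39, aligned them with STAR 2.7.5a to IWGSC v1.1 and deposited the expected counts per transcript that RSEM 1.3.3 estimated. The authors also deposited TPM for the same transcripts, which RSEM computes from the counts and effective transcript lengths. Both tables were checked to hold the units their names give.

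Transcript values were summed to genes, and only the 107892 high-confidence genes were used, since the 161536 low-confidence genes held 5.14% to 6.88% of the counts. These served as a separate check. Library totals over high-confidence genes ran from 6675262 to 27463269 counts. At the filter of 1 CPM in at least 1 of 18 libraries, 62692 genes were tested. The counts were normalized by TMM and fitted by edgeR 4.0.16 (quasi-likelihood test) with one level per group of genotype and stage. The comparisons were the paper's 7 and 2 interactions of genotype with a transition, each adjusted by Benjamini-Hochberg over all tested genes and called at an adjusted p under 0.01 and an absolute log2 fold change of at least 1. The standard error of a log2 fold change was taken from its F statistic. The fit was tested on 18 simulated libraries with 57901 genes, with the same mean and spread per gene in all groups. Only Nanda Day 7 was changed, so the other differences and the unequal spread of the real groups were absent. In ND7_D0, of 50 genes changed by each factor, 6 were called at 2-fold, 35 at 4-fold, 46 at 8-fold and 43 at 16-fold, all in the right direction. A change near 2-fold lies at the threshold itself and is therefore often missed.

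Principal components and replicate correlations used log2 of TMM-normalized CPM plus 4. Shares of the subgenomes were tested by exact permutation of genotype within stages. Triad categories followed the paper's limits, suppressed below 20% and dominant above 60%, on mean TPM. Regions of Additional file S5 were placed by their first and last gene, and windows of 50 tested genes in identifier order replaced the PREDA scan, for which the coordinates were missing. The search for genes that separate the genotypes used the lowest and highest library per gene in place of the paper's machine learning. The 92 lists came from Additional files S1, S3 and S4.

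Named genes were chosen by a rule written before the data were examined, though the values in the paper's tables had been seen. It takes every gene the paper names, the small embryogenesis families, the 3 called members of each other list and region with the highest mean CPM, and the 5 largest changes per comparison and direction with a mean of at least 10 CPM, the same direction in all 9 pairs of libraries and a description. The first and last gene of the Chr 1B region were named as its bounds. The alternatives tried were DESeq2 1.42.0, RLE size factors, no filter and a filter of 1 CPM in at least 3 libraries, limma-trend (limma 3.58.1) on log2(TPM + 1) and log2(TPM + 0.1), a replicate block, only the libraries compared, each library left out in turn, and other limits, margins and window sizes. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9, and R 4.3.3, were used. Lists by keyword and enrichment tests on them were left out, because no identifier of the tables occurs in the reference table at hand. Plant regeneration and other culture measurements were not analysed here.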

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

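The splits of the samples, the test of whether TRAESCS1D02G454400 differed alone and the test for RNA left over from Day 0 were chosen only after the results they concern had been seen. The predictions for the other explanations weighed here were written down beforehand.

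A difference between the genotypes in how a gene changed with stage was found by the interaction test of edgeR for 4644 genes in the first transition and for 10159 in the second. With only the libraries of each comparison and 50 drawn splits of them, 1 split, the real one, reached the real counts of 3697 and 7948. The highest others were 158 and 257. The other splits put libraries of both genotypes in the same group, which turns the difference of the genotypes into spread. Few calls were therefore likely in them from the start, and they cannot exclude chance. For the single comparisons, edgeR called 22963 (ND7_D0), 23070 (ND21_D7), 11281 (SD7_D0), 14374 (SD21_D7), 9770 (NS_D0), 3800 (NS_D7) and 9717 (NS_D21) genes with the libraries compared alone, and 1 split of 10 reached each, the highest other giving 0; 10 splits are too few for a share under 0.05. The same holds for the genes of the Chr 1B region higher in Nanda, 548, 376 and 555 on Day 0, 7 and 21 by edgeR, which 1 split of 10 reached, the highest other giving 0.

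A signal was also present in data the paper did not analyse: 4578 low-confidence genes had at least 3 counts in every library. In all, 16184 low-confidence genes reached 1 CPM in at least 1 library, and 955 of them separated the genotypes without overlap.

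Along the Chr 1B region, Sadash may lack the short arm of the reference or carry another in its place, so that its RNA does not match there. Of the tested genes, 83.8% or more were at least 2-fold higher in Nanda at each stage, which only restates the pattern, since the region was set on these libraries. A separate check, the low-confidence genes that had no part in finding the region, is in line with it and gave 65.2% or more for 164 genes at the start of Chr 1B (the leading 20% in identifier order), against 20.9% at most for 273 genes at its other end. Regulation that depends on the stage predicted a surplus of interactions, which was not seen. Of the 728 genes, 57 (7.8%) had an interaction in the first transition against 7.4% elsewhere (a ratio of 1.06) and 79 (10.9%) against 16.3% in the second. In the region, 117 genes had no counts in any Sadash library, where an interaction is hard to detect, so such regulation is not excluded. For 92 triads, the A and D partners differed from those of other triads by a median log2 fold change of -0.35, -0.43 and -0.12 on Day 0, 7 and 21, below 97.5% of 2000 random sets, which could come from reads of such an arm assigned to them or from higher expression of the partners, and no value separates these. Of the 190 triads of Sadash that stayed B-suppressed, 81 lie in this region, and no foreign sequence, such as a rye arm, was searched for.

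The genes around TRAESCS1D02G454400 may lie on a stretch of Chr 1D that differs between the genotypes. This gene did not differ alone. At each stage, the last 50 tested genes were at least 2-fold higher in Nanda 5.25 times as often as the 2730 others of Chr 1D, or more. The study had already listed the end of Chr 1D on these libraries, so this count restates its pattern and is no independent test. Of 17 low-confidence genes in the last 3% of the chromosome, 76.5% or more were at least 2-fold higher, against 18.9% or less of 565 others, in line with such a stretch. Of the last 50, 36 separate the genotypes without overlap, so the data do not single out which of them matters. For this stretch no biological explanation was tested. The explanations for Chr 1B and Chr 1D stay hypotheses.

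Replicates of Sadash on Day 7 lay further apart than those of other groups. An uneven remainder of RNA from Day 0 was not seen: 156 genes kept a median of 2.49%, 2.19% and 2.37% of their Day 0 level in the 3 libraries, a ratio of 1.14 between highest and lowest. The Nanda libraries on Day 7 kept 3.65%, 1.1% and 1.07%, which is more uneven, although these replicates lay closer. The measure therefore does not follow the spread of replicates, and it cannot exclude left-over RNA as a cause. Lower depth is excluded, since the other groups kept a correlation of at least 0.97 after thinning to 6675262 counts, where Sadash on Day 7 had 0.935. Whether the replicates were caught at different points of the change could not be told, with correlations of 0.19, -0.24 and 0.10 between their deviations and the change in Nanda.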

How the results depend on the processing

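Of the list counts, 262 of 276 alternative values stayed within 1.5 times the main count, over DESeq2, a replicate block and limma-trend on log2(TPM + 1) alone. Of the other results, 497 of 522 were kept. Of 10400 values for named genes, 274 lost their call, and the sign of a call never turned. These values follow only calls of the main fit and leave out the fits on the 6 libraries compared. There, NS_D7 kept 3662 of its 8029 calls over all genes. With only the 6 libraries compared, SD7_D0 had 11281 calls, SD21_D7 14374 and NS_D7 3800, whereas the counts rose to 22963 in ND7_D0, 9770 in NS_D0 and 9717 in NS_D21, and in ND21_D7. The comparisons that fell are those with Sadash Day 7, whose replicates correlated least (0.939 to 0.966). The main fit shares its estimate of the spread over all groups. Without Sadash Day 7 replicate 3, it gave 22812 calls in ND7_D0, 7952 in NS_D0 and 9206 in NS_D21. The cause was not tested further. Leaving out 1 library in turn, the interaction count of the first transition ran from 2944 (without Nanda Day 0 replicate 2) to 6389 (without Sadash Day 7 replicate 2) and the share of PC1 and PC2 from 73.6% to 75.9%, the latter chosen after seeing the data. The other counts of calls stayed within 1.5 times the count with all libraries. PC1 and PC2 held 73.3% at a pseudocount of 0.25 and 58.0% with genes scaled to unit variance. The B share of TPM differed by -0.046 points without the Chr 1B region genes and by 0.088 points without all Chr 1B genes. Neither was past the threshold (p = 0.61 and 0.2 from the exact permutation test), so no difference was shown in either direction. The share of upward calls on B was 35.6%, 36.7% and 36.8% without the region. With the region's genes it was 45.4%, 44.4% and 45.0%, so they carried part of the surplus on B. Without them, 5.0%, 6.8% and 6.9% of tested B genes were called upward on Day 0, 7 and 21. For A genes it was 4.6%, 5.8% and 5.7%, and for D genes 4.3%, 5.6% and 5.7%. Windows of 100 genes gave 11, 11 and 16 upward on Day 0, 7 and 21 and 15 and 14 downward on Day 7 and 21, with fewer windows tested. A 2-fold margin left 1011 separating genes. With suppressed set below 15%, 139, 121 and 101 triads were B-suppressed in Nanda and 203 in Sadash on Day 0, by the stricter limit.

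In limma-trend on log2(TPM + 1), list counts fell to 8 for glutathione in NS_D0, 4 for starch in NS_D7, 10 for RNA modification, 9 for galactose, 2 for plastid translation in NS_D21, 12 for pyruvate, 3 for negative regulation of protein phosphorylation, 6 for GRF, 21 for GRAS, 21 for bZIP, 17 for TRIHELIX and 2 for seed storage protein. DESeq2 gave 21 for glutathione in NS_D0. The cause was not tested. The median log2 fold change of all genes shifted by 0.12 (DESeq2), 0.11 (RLE) and 0.34 and 0.37 (TPM + 1 and + 0.1) in ND21_D7, by 0.24 and 0.26 in NS_D21, -0.18 and -0.19 in NS_D7 and -0.13 and -0.14 in ND7_D0 in the TPM fits, and by 0.12 in SD7_D0 with 1 CPM in at least 3 libraries. The replicate numbers do not pair the samples: libraries of the same number had a median correlation of -0.02 over 45 pairs and 4 of 18 libraries correlated best with their own number. With a replicate block the counts were 20279, 20442, 16620, 21040, 6057, 7392 and 7340 in the 7 comparisons and 4029 and 9424 in the interactions, and 2 genes for negative regulation of protein phosphorylation. Keyword lists and their enrichment tests were not run, as no identifiers matched. Sadash Day 21 replicate 2 had the fewest counts, 6675262, so weakly expressed genes are measured least well there.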

Differences from the paper's values

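For the TRIHELIX family in ND7_D0, the paper's table lists 4 falling genes, and 1 was called here. DESeq2 called 4 and does not differ, and RLE size factors and limma-trend on log2(TPM + 0.1) also gave 4; the replicate block with 1 and limma-trend on log2(TPM + 1) with 2 still differ.

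The paper describes most genes called in ND21_D7 as rising, whereas 46.3% rose here; DESeq2 (51.4%), RLE size factors (51.8%), the 6 libraries alone (50.6%) and limma-trend on log2(TPM + 1) (65.2%) and on log2(TPM + 0.1) (63.5%) gave a majority. For NS_D7 it describes most calls as lower in Nanda, and 52.9% were higher here; DESeq2 (48.0%), RLE size factors (47.0%), the filter of 1 CPM in 3 libraries (47.2%), the 6 libraries alone (48.8%), leaving out a Sadash Day 0 replicate (48.2% to 48.3%) and limma-trend on log2(TPM + 1) (41.5%) and log2(TPM + 0.1) (38.2%) put the majority on the lower side.

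For WOX, WRI/PLT/AIL, NF-YB and VAL genes, the members at hand are those the study called in ND7_D0. Their tallies in other comparisons can therefore not be set against what the paper states for these families.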

Other observations

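Egg cell genes were present in Nanda proembryos. TRAESCS7B02G351300, matched to EC1.1, a protein that egg cells secrete at fertilization, had 9.11 ± 2.14 CPM (SD, n = 3) on Day 7 and no counts on Day 21. All 5 listed EC1 genes, 6 of the female gametophyte, 8 of the male gametophyte and 11 embryogenesis factors rose from Day 0 to Day 7, the same numbers when adjusted over the list alone, on lists taken from the study's most raised genes. EC1 genes rose in Sadash as well (5 of 5). Genes of lipid droplets and seed reserves appeared too: the caleosin TRAESCS6D02G149300 went from no counts to 60.3 ± 17.5 CPM, at least 296-fold, and the dehydrin TRAESCS6D02G332900, of a class that protects drying cells, to 7.42 ± 2.37 CPM, at least 36.4-fold, with 7 of 7, 6 of 6 and, for seed storage proteins, 6 of 8 listed genes rising (7, 6 and 6 adjusted over the list alone); in limma-trend on log2(TPM + 1), 2 of the seed storage genes rose. DNA replication initiation rose in 19 of 20 listed genes (20 adjusted over the list alone), with TRAESCS1B02G274600 going from 64.3 ± 8.99 CPM to 204 ± 24.9 CPM, a log2 fold change of 1.67 (standard error 0.19, adjusted p = 8.1e-07 from edgeR), plastid translation in 10 of 10 (10), and NF-YC factors in 6 of 7 (6).

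Listed genes of glycolysis fell in Nanda at both steps. TRAESCS4A02G129900 of glycolysis fell from 267 ± 9.31 CPM on Day 0 to 18.5 ± 2.78 CPM on Day 7, a log2 fold change of -3.85 (standard error 0.16, adjusted p = 7.2e-12 from edgeR), and TRAESCS7D02G071200 from 207 ± 14.7 CPM on Day 7 to 9.15 ± 2.64 CPM on Day 21, a log2 fold change of -4.49 (standard error 0.46, adjusted p = 2.8e-07 from edgeR). All 21 members listed for each step fell at that step (21 adjusted over the list alone), as did all 21 of the tricarboxylic acid cycle (21) and 10 of 10 for proline (10) at the second. TRAESCS5A02G391700, matched to the flowering gene VERNALIZATION 1, fell in Nanda from 60.6 ± 4.42 CPM to 11.9 ± 1.48 CPM by Day 7, a log2 fold change of -2.35 (standard error 0.16, adjusted p = 1.7e-09 from edgeR), and had 22.3 ± 1.07 CPM in Sadash on Day 21, where Nanda had too few counts for a fold. Cellulose genes rose at the second step in 20 of 21 listed members (21 adjusted over the list alone), and plastid translation was lower in Nanda than in Sadash on Day 21 in 5 of 5 (5), and in 2 in limma-trend on log2(TPM + 1). The study chose all these lists on the same libraries.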
